# Single-cell transcriptomics reveals that glial cells integrate homeostatic and circadian processes to drive sleep–wake cycles

**DOI:** 10.1038/s41593-023-01549-4

**Published:** 2024-01-23

**Authors:** Joana Dopp, Antonio Ortega, Kristofer Davie, Suresh Poovathingal, El-Sayed Baz, Sha Liu

**Keywords:** Sleep, Circadian regulation, Glial biology

## Abstract

The sleep–wake cycle is determined by circadian and sleep homeostatic processes. However, the molecular impact of these processes and their interaction in different brain cell populations are unknown. To fill this gap, we profiled the single-cell transcriptome of adult *Drosophila* brains across the sleep–wake cycle and four circadian times. We show cell type-specific transcriptomic changes, with glia displaying the largest variation. Glia are also among the few cell types whose gene expression correlates with both sleep homeostat and circadian clock. The sleep–wake cycle and sleep drive level affect the expression of clock gene regulators in glia, and disrupting clock genes specifically in glia impairs homeostatic sleep rebound after sleep deprivation. These findings provide a comprehensive view of the effects of sleep homeostatic and circadian processes on distinct cell types in an entire animal brain and reveal glia as an interaction site of these two processes to determine sleep–wake dynamics.

## Abstract (web summary)

Dopp et al. profiled gene expression in single cells from the whole fly brain, revealing how it changes with sleep/wakefulness states and circadian times. The findings highlight the role of glia in integrating sleep drive and circadian processes.

## Main

Sleep is regulated by two independent processes: the circadian system and the sleep homeostatic system^1^. The circadian clock primarily regulates the timing of sleep, known as process C. It consists of a transcriptional–translational feedback loop of core clock genes^2^. At the cellular level, our current understanding of the circadian timing system focuses on the circadian pacemaker regions and neurons, such as the suprachiasmatic nucleus (SCN) in mammals^3^ and 150 clock neurons in *Drosophila*^4^. However, it is unclear whether and how process C affects the transcriptomes of any given brain cell population apart from pacemaker regions and neurons.

The sleep homeostat monitors the sleep need that accumulates with the amount of time that an animal has been awake to determine the sleep drive, known as process S. Our understanding of the nature of the sleep homeostat is limited. The effects of the sleep–wake cycle and sleep homeostasis on the transcriptome have been studied in bulk brain tissue samples^5^ or bulk synaptosomes^6^ in mammals and whole-brain tissue in flies^7,8^. The results of these studies were inconsistent, possibly because of averaging transcriptomic changes of heterogeneous cell populations (Supplementary Fig. 1). Recently, single-cell RNA sequencing (scRNA-seq) was applied to study the transcriptional changes during sleep homeostasis in mice^9^. However, these studies only focused on certain regions of the brain; a comprehensive and unbiased understanding of sleep/wakefulness and sleep homeostasis-associated transcriptomic changes across cell populations of an entire brain is lacking.

In this study, we sampled adult *Drosophila* brains at different sleep, wakefulness and sleep pressure states at different circadian times, and performed scRNA-seq, thereby creating a comprehensive transcriptional atlas of the sleeping animal brain (see https://www.flysleeplab.com/scsleepbrain for the single-cell gene expression atlas and analyses links). We found that sleep/wakefulness states, sleep homeostasis and circadian rhythm have different transcriptional correlates depending on cell identity. Our data also suggest that gene expression in most cell populations correlates either with process C or process S, with the exception of glial cells, which instead are affected by both processes simultaneously. We propose a model whereby homeostatic and circadian processes directly interact in glial cells to regulate sleep.

## Results

### Single-cell transcriptomes of sleep–wake and circadian times

We performed scRNA-seq with 10x droplet microfluidics on adult *Drosophila* central brains (without optic lobes), sampled at distinct points of the sleep–wake cycle across different circadian times (Fig. 1a). These sample points can be (1) grouped according to four Zeitgeber (ZT) times to analyze the transcriptional correlates of circadian rhythms; (2) grouped by ‘sleep’ and ‘wakefulness’ states according to the animal’s vigilance status at the time of sample collection to examine sleep/wakefulness correlates; and (3) selected and ordered according to the fly’s level of sleep drive to determine the molecular changes associated with the sleep homeostat. 

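The sequenced material came from 7 runs, each a single library of pooled central brains from male flies of several DGRP lines, which are inbred lines with known genomes. Runs 1 to 4 were made in 2019 and runs 5 to 7 in 2020. For each run, the authors counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger on the genome BDGP6, without normalization. Genes are listed by symbol, 16764 in each run. The runs hold between 10241 barcodes (run 7) and 36984 (run 2), with 49949595 to 311443505 UMIs in the same runs. The median barcode had 3661 UMIs in run 7 and 6902 in run 3, the lowest and the highest of the 7 medians. The smallest barcode had 500 UMIs in runs 1, 5, 6 and 7, but 2658, 2676 and 2914 UMIs in runs 2, 3 and 4, so that cells with few UMIs are present in the former runs alone. Barcodes were kept with at least 200 genes and at most 30% mitochondrial UMIs, the upper end of the range in the paper's methods, and doublets called by scrublet in each run were removed. Which cell came from which DGRP line is decided in the paper from sequenced reads, a step that was not repeated here. Every value below therefore belongs to a run, which pools the sleep and wakefulness conditions of its flies, and the runs are the replicates. Cells of the ZT2 wakefulness condition, which the authors removed, are still among the cells for the same reason. Counts were scaled to 10000 per cell and log-transformed, and 1152 variable genes, 58 principal components and 15 neighbours per cell were used for Louvain clustering at resolution 8. Clusters were named from marker genes. For comparisons between cell types, the UMIs of each gene were summed over the cells of a type in each run and scaled to a common total (CPM). Confidence intervals on counts cover counting error only.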

To minimize the technical batch effects that may mask true biological responses, we applied demultiplexing based on natural variation between wild-type genotypes^10^. Specifically, instead of associating each batch to a different sleep or wakefulness state, we associated a different *Drosophila* genetic reference panel (DGRP)^11^ line to each behavioral condition (Fig. 1b and Supplementary Table 1). The full genome of all DGRP lines has been sequenced, thus they can be distinguished from one another according to their unique single-nucleotide polymorphisms (SNPs). Thanks to this natural genetic variation, RNA-seq data disclose the associated sleep or wakefulness states, which allows the pooling of brains from different behavioral conditions in a single batch (Fig. 1b and Methods). In addition to minimizing technical batch effects, we also counteracted potential genotype-specific effects by repeating the same conditions with different DGRP lines with similar sleep profiles in subsequent batches (Supplementary Table 1). 

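The authors' table of runs lists 10 DGRP lines in 48 combinations of line and run. By the recordings in the source data of Fig. 1, matched to runs by line and condition, the 7 runs held 40, 40, 40, 35, 42, 44 and 41 flies. Of 24 combinations of run and behavioral condition, 20 were represented by 2 or 3 lines and 4 by 1 line. A line appeared in 1 to 7 conditions, 2 lines were present in all 7 runs, and 3 combinations of line and condition occurred in more than 1 run. The share of flies that were awake or sleep-deprived was 75% in run 1, 50% in run 2, 25% in run 3, 38.8% in run 4, 50% in run 5, 63.6% in run 6 and 65.9% in run 7. A line of wake flies in run 4 has no flies in these recordings and was given the mean of the other lines of the run, which enters the share of run 4. From the flies listed alone, that share is 28.6%. Run 5 held ZT20 flies and runs 6 and 7 ZT8 flies, whereas run 1 combined ZT8 with ZT20, runs 2 and 3 combined ZT2 with ZT20 and run 4 combined ZT2 with ZT14.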

To find the DGRP lines with the most similar sleep behavior, we carefully chose them by (1) preselecting 36 DGRP lines based on sleep architecture metrics previously reported in a large collection of DGRP lines^12^ and (2) thoroughly screening those 36 lines across several sleep parameters. The criteria for selection were (1) a robust amount of consolidated nighttime sleep and a low amount of daytime sleep, and (2) low between and within-genotype variability (Extended Data Fig. 1a). Principal component analysis (PCA) of these sleep parameters showed that the ten selected lines grouped together closer than the discarded lines (Extended Data Fig. 1b). Similar clustering of selected versus discarded lines was also visible when plotting the probabilities to transition from a wakefulness to a sleep state (pDoze) or vice versa (pWake), which indirectly assessed sleep drive and sleep depth in *Drosophila*^13^ (Extended Data Fig. 1c,d). The low variability between the sleep phenotype of the selected ten DGRP lines allowed us to repeat each condition with several lines in the same and in different batches (Supplementary Table 1). The success of this strategy is attested by the homogenous distribution of cells from different genotypes (Extended Data Fig. 2a), which blended within cell subtypes even without applying batch integration algorithms (Extended Data Fig. 2b).

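Mixing was measured over runs, since cells were not assigned to lines. Of 269 clusters, 247 held cells of all 7 runs. The run that gave most cells to a cluster accounted for 25.7% of them in the median cluster, where the runs gave between 6.62% (run 7) and 21.4% (run 2) of all cells. In 16 clusters more than 50% of the cells came from 1 run, which was run 3 in 11 clusters, run 4 in 4 and run 1 in 1. These clusters held 16752 cells, or 11.9% of the total. In 10 of them, with 6510 cells (4.62%), run 3 gave more than 90%. The number of clusters above 50% was 9 at a clustering resolution of 4 and 36 at 16. The variable genes include ones whose level over all cells of a run differed between runs. In an alternative chosen after these clusters had been seen, 131 variable genes with a range of 2-fold or more between runs (pseudocount 10 CPM) were left out. Of 334 clusters, 2 were then above 50% and 0 above 90%, and of the 6510 cells 14 (0.215%) were in clusters above 50%. The paper reasons from the blending of genotypes within cell subtypes (Extended Data Fig. 2a,b) that pooling lines in each run met its aim.

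**Figure D1:**
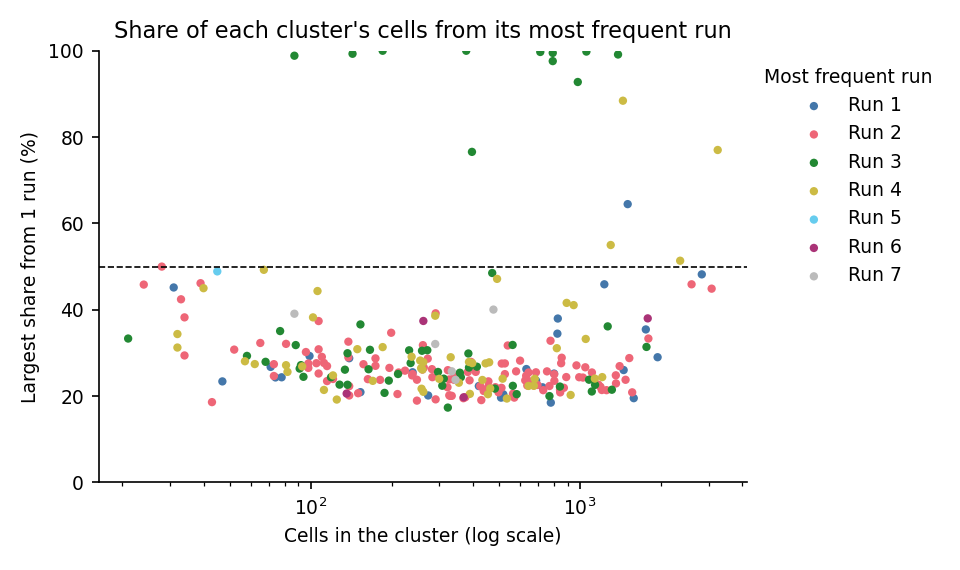
Each point is a cluster, with its number of cells on a log axis and the percentage of its cells from its most frequent run, which the color names. The dashed line lies at 50%, with 16 of 269 clusters above it.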

**Fig. 1:**
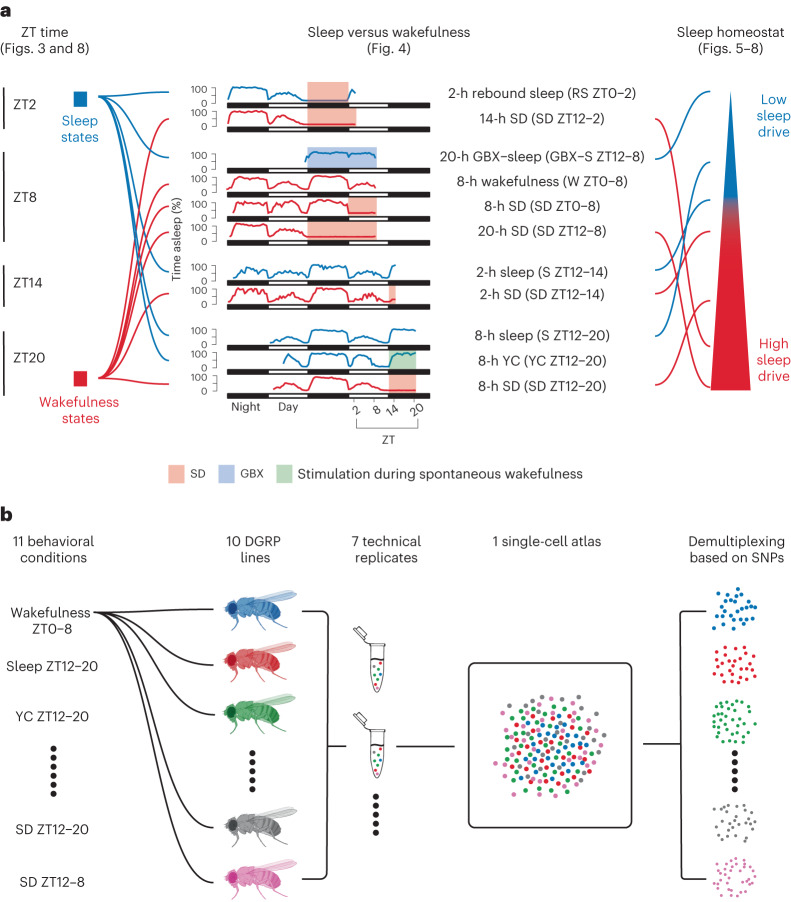
Sampling flies at sleep and wakefulness states for subsequent transcriptional profiling. **a**, Flies were sampled at four different ZT times and 11 different sleep or wakefulness states. Seven of the conditions were ordered according to accumulated sleep pressure. The corresponding downstream analyses of each of the three correlates are described in the corresponding figure (displayed in parentheses). **b**, In each of seven technical replicates (runs), each condition was linked to two or three DGRP lines. The link between condition and DGRP line was changed in every run. The flies’ central brains were dissected and the tissue was dissociated in a single tube, minimizing batch effects. Conditions were separated by demultiplexing the sequenced reads based on unique SNPs of DGRP lines. Source data

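Of 164038 barcodes in the 7 runs, 266 had fewer than 200 genes and 6539 were above the mitochondrial limit, counted separately, leaving 157482. Scrublet called 16495 of these doublets (10.5%), from 0.702% in run 7 to 16.1% in run 4, and 140987 cells remained (21228, 30156, 26628, 27698, 12585, 13352 and 9340 in runs 1 to 7). The expected doublet rate given to scrublet was higher than the called share in each run, from 7.52% in run 7 to 28.1% in run 2. The paper also removed doublets by genotype, a step not repeated here, so that doublets may remain among the cells. Louvain clustering gave 269 clusters, against 183 at a resolution of 4 and 410 at 16. With a mitochondrial limit of 20%, 127626 cells remained, and with at least 500 genes per cell 134368.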

To obtain an overview of the captured cell types, we first performed dimensionality reduction on all 106,762 cells combined and identified 214 clusters of cells (Fig. 2a). We annotated cells based on previously used marker genes in the fly brain cell atlas^14,15^, allowing us to successfully assign 22,988 cells to one of 25 known cell types (21.5%) (Fig. 2b and Supplementary Table 2), including five glial subtypes, Kenyon cells (KCs), clock neurons and cell types containing known sleep/wakefulness regulating circuits such as, non-protocerebral anterior medial (PAM) dopaminergic neurons (DANs)^16^, tyraminergic (Tyr) and octopaminergic (Oct) neurons^17,18^, and ellipsoid body (EB) ring neurons^19,20^. 

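By marker genes, 27015 of 140987 cells (19.2%) were assigned to 17 cell types. Glia comprised 10383 cells, with 3372 EG, 3038 ALG, 922 perineurial glia (PG), 81 cortex glia and 2970 other glia with few UMIs (median 745). Over runs, glia made up 7.69% ± 3.14 of the cells (SD, n = 7) and clock neurons 0.464% ± 0.0423. There were 13778 KCs, 1358 PAM and 426 non-PAM dopaminergic neurons, 382 serotonergic, 185 octopaminergic and 88 tyraminergic neurons, 650 clock neurons, 1224 EB ring neurons and 1373 adPNs, besides 107 hemocytes and 31 photoreceptor-like cells. The other glia are not counted among the 17 types. The remaining cells were 101220 neurons without a name (71.8%), 6594 cells in clusters with both glial and neuronal markers, 28 cells in a cluster with markers of several named neuron types and 3160 cells without a type. All neurons outside the clock neuron clusters, 120034 cells, are called other neurons in the comparisons that follow. The share of cells with a name was highest at a clustering resolution of 4, at 21.6% in 16 types. Clock neuron clusters were named by *Clk*, *vri*, *Pdp1* and neuropeptide genes, so that the levels of *Clk*, *vri* and *Pdp1* in clock neurons are not given as results.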

Another cell type involved in sleep^21^, the dorsal fan-shaped body (dFB) neuron, was annotated by correlating the previously published transcriptome of fluorescence-activated cell (FAC)-sorted dFB neurons^14^ with our gene expression data (Extended Data Fig. 3).

**Fig. 2:**
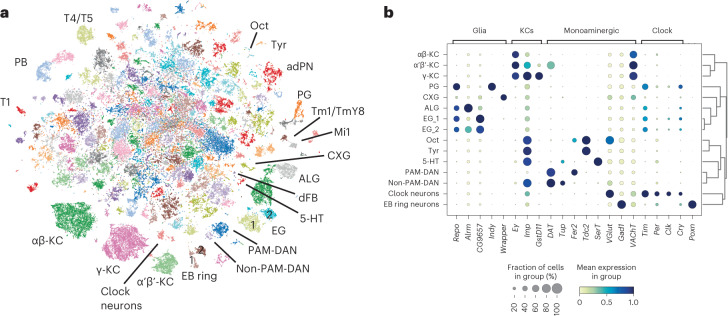
Cell-type annotations in a single-cell atlas of the sleeping fruit fly. **a**, *t*-Distributed stochastic neighbor embedding (*t*-SNE) plot of the entire dataset of 106,762 single cells with annotated clusters and expression of key marker genes of glial and neuronal cell types used to annotate the clusters. **b**, Marker gene expression across most of the clusters annotated in **a**. 5-HT, 5-hydroxytryptamine (serotonergic) neuron; adPN, anterodorsal projection neuron; ALG, astrocyte-like glia; CXG, cortex glia; EG, ensheathing glia; PB, protocerebral bridge neuron; PG, perineurial glia.

### Cycling of core circadian genes in clock neurons and glia

The expression levels of circadian clock gene transcripts cycle in a daily manner in clock neurons^2^. To validate our single-cell transcriptomic dataset, we asked whether the data accurately captured the cycling expression of core clock genes between the four sampled ZT time points. Indeed, as reported previously in clock neurons^22^, *period* (*per*) and *timeless* (*tim*) transcripts were expressed at higher levels in the early night compared to the early day, while the opposite applied to *cryptochrome* (*cry*) and *Clock* (*Clk*) mRNA (Fig. 3a). 

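Cells carried no ZT time, but 3 runs of 2020 held flies of a single ZT time. The UMIs of clock neurons were summed per run (52 cells in run 5, ZT20, and 69 and 45 cells in runs 6 and 7, ZT8). In edgeR's quasi-likelihood test, fitted to all 7 runs grouped by their set of ZT times (2 residual degrees of freedom), 1 run at ZT20 was compared with 2 runs at ZT8. ZT20 and run 5 cannot be told apart. Nor can ZT and behavioral condition, since run 5 shared no condition with runs 6 and 7. Run 5 held flies asleep or sleep-deprived from ZT12 to ZT20. Runs 6 and 7 held flies awake from ZT0 to ZT8, sleep-deprived from ZT12 to ZT8 or in gaboxadol-induced sleep. *tim* was at 585 normalized CPM in run 5 and at 390 and 304 in runs 6 and 7, a log2 difference of 0.74 (SE 0.20, adjusted p = 0.341 over 6424 genes). *per* was at 134 against 111 and 66.7 normalized CPM (log2 0.55, SE 0.32, adjusted p = 0.728). *cry* was at 320 against 183 and 192 normalized CPM (log2 0.77, SE 0.37, adjusted p = 0.665), higher at ZT20. The log2 difference of *per* moved most between alternatives, from 0.27 to 0.99 without run 6 or run 7, while *tim* stayed between 0.59 and 0.92. Levels at all 4 ZT times were also estimated from the share of flies at each time in the 7 runs by least squares, without a test and with the filled-in number of flies of 1 line of run 4. For *tim* in clock neurons these were 140 CPM at ZT2 (SE 100.0), 343 at ZT8 (SE 40.2), 424 at ZT14 (SE 116) and 554 at ZT20 (SE 53.9). For *per*, they were 66.9 CPM (SE 43.6), 86.7 (SE 17.5), 98.6 (SE 50.6) and 124 (SE 23.5). Run 5 carries much of these estimates. Without it, tim in clock at ZT20 from run composition was at 386 CPM and per in clock at ZT20 from run composition at 71.2 CPM.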

Beyond validating our dataset, we examined whether and how the clock genes were cycling in all remaining cell populations. In mammals, cycling of clock gene expression in cell populations other than the SCN has been reported, for example, in cortical regions^23^. Interestingly, we report that the expression and cycling of these genes is restricted specifically to clock neurons and glial cells (Fig. 3a,b and Extended Data Fig. 4a–e); this is consistent with previous immunostaining results for clock proteins in the fly brain^24,25^. 

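Within each run, the log2 CPM (pseudocount 1 CPM) of a clock gene in a cell type was compared with that in other neurons. The differences of the 7 runs were tested by an exact two-sided sign-flip permutation test, with Benjamini-Hochberg adjustment over 37 comparisons of genes and cell types. The smallest p that 7 runs allow is 0.0156, which gives an adjusted p of 0.0275 here. In the Ensembl annotation of BDGP6, *tim* lies on chromosome 2L from 3493986 to 3508119, *per* on X from 2685580 to 2692780, *cry* on 3R from 19212154 to 19215442, *Clk* on 3L from 7763233 to 7775603 and *cyc* on 3L from 19813770 to 19815938. *tim* was at 191 CPM ± 57.9 in glia, 385 ± 95.5 in clock neurons and 5.76 ± 2.55 in other neurons (SD, n = 7 runs). *cry* was at 61.2 CPM ± 20.4, 229 ± 81.6 and 3.94 ± 0.454, and *Clk* at 18.1 ± 6.75 in glia and 0.380 ± 0.249 in other neurons. Against other neurons, the log2 differences in glia were 4.86 for *tim*, 3.59 for *cry* and 3.71 for *Clk*, and in clock neurons 5.89 for *tim* and 5.47 for *cry*, each in 7 of 7 runs (exact test, adjusted p = 0.0275 each). *per* was at 97.2 CPM ± 22.9 in clock neurons against 16.2 ± 1.29 in other neurons, a log2 difference of 2.48 in 7 of 7 runs (exact test, adjusted p = 0.0275). In glia it was at 31.4 CPM ± 17.0, higher in 5 of 7 runs and not past the threshold (log2 0.73, exact test, adjusted p = 0.111). *tim*, *cry* and *Clk* were also higher in each of PG, ALG and EG in all runs, with log2 differences between 2.96 (*Clk* in ALG) and 5.12 (*tim* in EG). At a mitochondrial limit of 20%, *Clk* in ALG fell to a log2 difference of 2.50 that no longer passed the threshold. With any 1 run left out, none of the 37 comparisons passed the threshold (lowest adjusted p 0.0503 in exact tests), since 6 runs allow no p below 0.0313. All 147 of these fits for the 21 comparisons past the threshold kept their direction. In other neurons, the log2 difference between ZT20 and ZT8 in edgeR was -0.07 for *per* and 0.16 for *tim* (adjusted p = 0.999 for both, SE 0.11 and 0.15). *vri* fell by 2.72 on the log2 scale (SE 0.28, adjusted p = 0.0382), from 4.70 and 3.67 normalized CPM in the ZT8 runs to 0.633 at ZT20. In glia, *vri* fell from 192 and 190 to 10.4 normalized CPM in the same runs. RNA from glia among the UMIs of other neurons is therefore not excluded. From the levels over ZT times (Fig. 3a,b), the paper states that expression and cycling of these genes are restricted to clock neurons and glia.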

To further confirm this, we tested the activity of the *Clk* regulatory network (regulon) across all cells by applying SCENIC^26^. This regulon was defined by the previously identified *Clk* binding element E-box sequence and its target genes, including *tim*, *cry* and *vrille* (*vri*)^27^. Our data show that the *Clk* regulon is only active in clock neurons and most glial subtypes, but not in other neurons (Fig. 3c), further indicating that core clock genes are expressed and cycle specifically in *Drosophila* clock neurons and glia. 

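To set cell types of different depth side by side, every cell was thinned to 500 UMIs, and the share of cells with a UMI of a gene was computed. A median of 3078 UMIs had been counted in glia, 8315 in clock neurons and 5951 in other neurons. A *Clk* UMI was found in 0.874% of glia and 0.0258% of other neurons. The background was taken from KCs (median 5250.5 UMIs), which should lack *Clk* if it is confined to clock neurons and glia, where the share was 0.0218%. Among named neuron types with more than 100 cells, clock neurons aside, it ranged from 0.00515% in adPNs to 0.0819% in octopaminergic neurons. The paper cites reports that core clock genes are absent from KCs and dopaminergic neurons. The share of *tim* was 0.418% in KCs, 0.395% in PAM and 0.117% in non-PAM dopaminergic neurons, that of *per* 0.902%, 0.803% and 0.651% and that of *cyc* 0.945%, 1.38% and 0.995%. These cells are among the other neurons, and *per* and *tim* differed between types of KCs, so that no background is given for these 3 genes. *tim* had a UMI in 16.9% of clock neurons, 7.04% of glia and 0.347% of other neurons, with 0.637% in α/β-KCs, 0.256% in γ-KCs and 0.233% in adPNs. *per* had a UMI in 4.38%, 1.34% and 0.802% of the same groups, with 1.51% in EB ring neurons, 1.40% in α/β-KCs and 0.493% in γ-KCs. *cyc* had a UMI in 1.28% of clock neurons, 0.926% of glia and 0.945% of other neurons, with 0.649% in adPNs. In log2 CPM, *cyc* differed from other neurons by 0.39 in clock neurons (7 of 7 runs, exact permutation test, adjusted p = 0.0275) and by 0.12 in glia (6 of 7 runs, exact permutation test, adjusted p = 0.0723).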

Interestingly, while *Clk* expression is restricted to the clock neurons and glia, other core clock genes, *per*, *tim* and *Cycle (Cyc)* are expressed across more cell types. The finding that no cell type expresses *Clk* without expression of other core circadian genes is consistent with the notion that *Clk* is a circadian master regulator^28^.

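Outside clock neurons and glia, the share of cells with a *Clk* UMI at equal depth was highest in the 31 photoreceptor-like cells, at 3.41%. These cells came from 6 runs and had a median of 5877 UMIs. They held 15 *Clk* UMIs in all (59.6 CPM), beside 33 UMIs of *tim* (131 CPM), 8 of *cyc* (31.8 CPM) and 4 of *per* (15.9 CPM). In 107 hemocytes (median 6413 UMIs), 8 *Clk* UMIs (8.94 CPM) and 74 *tim* UMIs (82.7 CPM) were counted, against 0.496 CPM and 6.70 CPM in the pooled other neurons. Both types had too few cells per run for a test. The paper sets the absence of a cell type with *Clk* alone beside earlier work that describes *Clk* as a master regulator of the clock.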

**Fig. 3:**
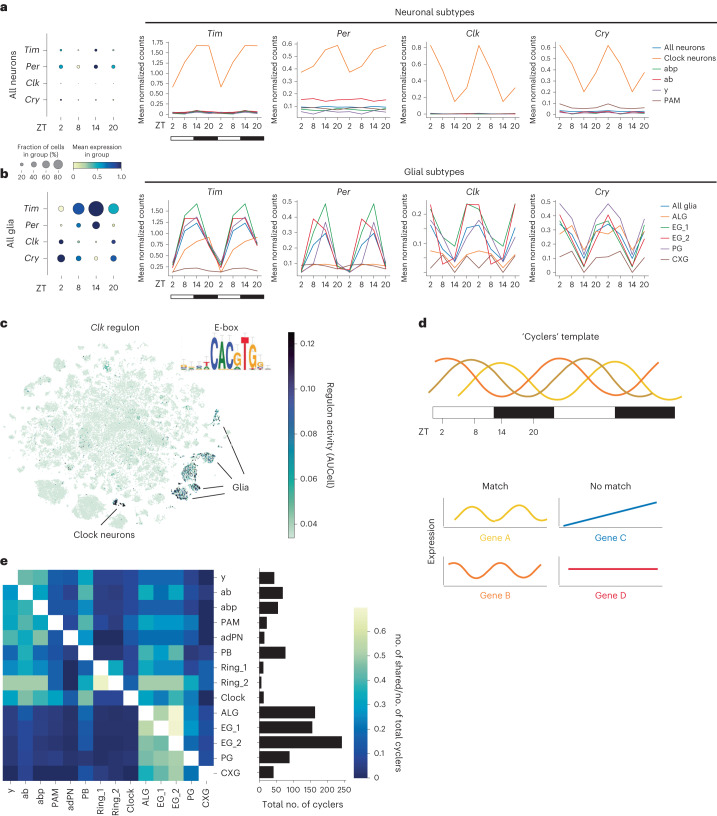
Oscillating transcripts in neurons and glia. **a**,**b**, Circadian expression levels of the core clock genes *per*, *tim*, *cry* and *Clk* averaged across all neurons, some neuronal subtypes (**a**) and all glia and glial subtypes (**b**). The size of the dot indicates the fraction of cells in each group. Mean expression in each group was normalized to gene expression across the four ZT time points. The data in the line plot were plotted twice to better visualize the cycling patterns. **c**, *Clk* regulon and its activity across all cell types. **d**, Schematic of the template to detect cycling transcripts based on Borbély’s two-process model^1^. Examples of genes whose expression would match (yellow and orange) or not match (blue and red) the template are given. **e**, Heatmap of intersecting cycling genes between all annotated cell types with at least one shared gene relative to the total number of cycling genes (at least five genes, right bar plot) according to cell type. Genes with a JTK cycle Benjamini–Hochberg-corrected *P* < 0.05 were considered as significantly cycling.

Fly glia were previously associated with the expression of clock genes, especially astrocyte-like glia (ALGs)^25^ and perineurial glia (PG)^29^. Interestingly, our data showed that the molecular clock runs with different phases depending on the cell type. Specifically, the expression of *tim* and *per* mRNA is high throughout the night in clock neurons, while in PG and ensheathing glia (EG), its expression was already decreased at ZT20 (Fig. 3b and Extended Data Fig. 4a–e). In contrast, *tim* expression in astrocytes only peaks at ZT20. 

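In EG, *per* and *tim* were lower in the ZT20 run than in both ZT8 runs. *per* was at 15.9 normalized CPM at ZT20 and at 68.2 and 103.6 at ZT8, and fell by 2.40 on the log2 scale (SE 0.40, adjusted p = 0.0108 in edgeR over 6925 genes). *tim* was at 156 normalized CPM against 420 and 322, and fell by 1.27 on the log2 scale (SE 0.27, adjusted p = 0.0490). The same direction was found for *cwo* (fell by 3.10, SE 0.38, adjusted p = 0.000484), *vri* (fell by 4.68, SE 0.37, adjusted p = 6.55e-06) and *Pdp1* (fell by 1.22, SE 0.21, adjusted p = 0.0109). DESeq2, a fit without a filter, a fit to the 3 runs with a single ZT time and the fits without run 6 or run 7 gave between -1.35 and -1.04 for *tim* and between -2.70 and -2.02 for *per*. Another fit replaced the ZT groups by the share of night flies (ZT14 and ZT20), with the year as a batch term. It tested that share over all 7 runs, not ZT20 against ZT8. The adjusted p of the share in edgeR was 0.930 for both genes. In PG, *tim* was at 200.2 normalized CPM against 334 and 245 (log2 -0.54, SE 0.29, adjusted p = 0.734) and *per* at 15.1 against 13.0 and 26.9 (log2 -0.47, SE 0.63, adjusted p = 0.912). Without run 7, *per* in PG was higher at ZT20, by 0.22 on the log2 scale. The difference between cell types was tested in edgeR models of both types with the run as a block, chosen after the values within types had been seen. These models held a single ZT20 run and left 2 residual degrees of freedom, so that their p rest on a spread shared over genes. From ZT8 to ZT20, the log2 change in EG minus that in clock neurons was -1.96 for *tim* (SE 0.30, adjusted p = 0.00129) and -2.86 for *per* (SE 0.52, adjusted p = 0.00890). Between PG and clock neurons the difference for *tim* was -1.29 (SE 0.29, adjusted p = 0.200). Estimated from run composition, *tim* in EG was at 78.7 CPM at ZT2 (SE 90.6), 383 at ZT8 (SE 36.4), 309 at ZT14 (SE 105) and 179 at ZT20 (SE 48.8). In PG it was at 56.9 CPM (SE 62.8), 288 (SE 25.2), 400.4 (SE 72.8) and 203 (SE 33.8), and *per* at 5.80 CPM (SE 11.2), 20.9 (SE 4.49), 83.2 (SE 13.0) and 17.1 (SE 6.03). Run 4 is the single run with ZT14 flies. Without run 5, tim in EG at ZT20 from run composition was at 310 CPM. From its values at 4 ZT times (Fig. 3b), the paper states that the phase of the molecular clock depends on the cell type.

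**Figure D2:**
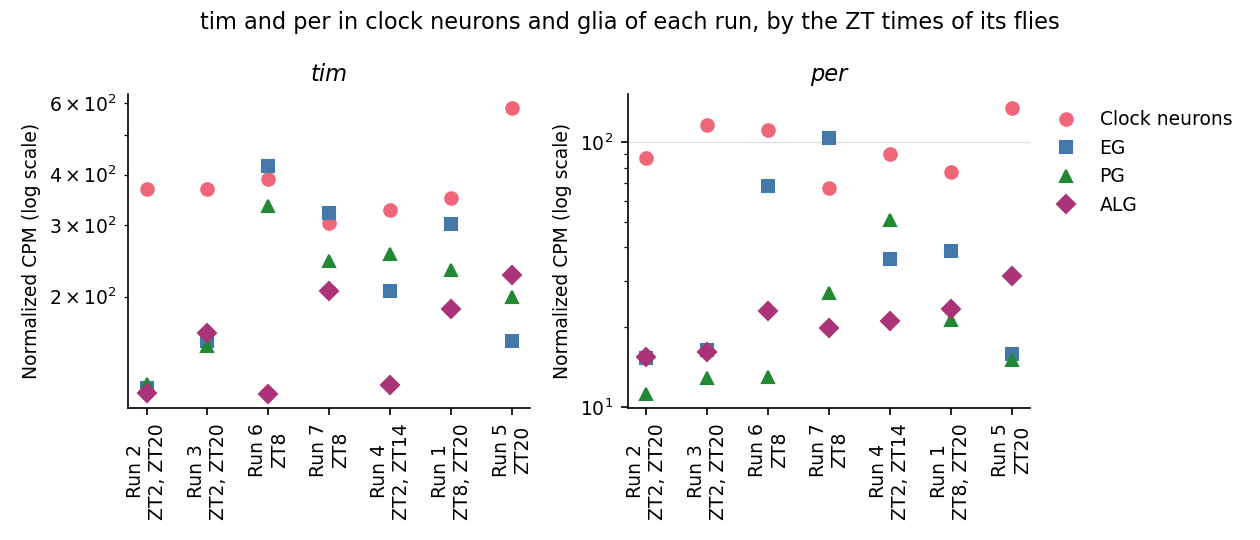
Normalized CPM of *tim* and *per* (log axes) in clock neurons, EG, PG and ALG, 1 point per cell type and run. Runs are ordered by the ZT times of their flies. EG lie at 156 (*tim*) and 15.9 (*per*) in run 5.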

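In ALG, *tim* was at 226 normalized CPM in the ZT20 run and at 115.01 and 206 in the ZT8 runs, a log2 difference of 0.53 (SE 0.38, adjusted p = 0.825 in edgeR over 6592 genes), so that the spread between both ZT8 runs was larger than the gap to the nearer of them. The difference was 0.15 without run 6 and 0.97 without run 7. Estimated from run composition, *tim* in ALG was at 51.7 CPM at ZT2 (SE 85.1), 176 at ZT8 (SE 34.2), 183 at ZT14 (SE 98.7) and 204 at ZT20 (SE 45.8). The estimates for the later 3 ZT times differed by less than their SE. From ZT8 to ZT20, the log2 change of *tim* in EG minus that in ALG was -1.91 (SE 0.31, adjusted p = 1.20e-06 in the model with the run as a block).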

The delayed clock in astrocytes compared to neurons is also observed in the mouse SCN^30^. Taken together, the expression of key clock genes in glia in addition to clock neurons, suggests that these cells are directly involved in circadian regulation of rhythmic behaviors, including sleep.

### Cyclers are more enriched in glia than neurons

Next, we comprehensively identified all transcripts (cyclers) oscillating in all cell types by applying the JTK cycle algorithm (Fig. 3d, Supplementary Table 3 and Methods)^31^. While the expression of the molecular clock was restricted to clock neurons and glial cells, most cell clusters (82.5%) had at least one cycler (Extended Data Fig. 4f) and 14 of the 19 annotated clusters had at least five cyclers (Fig. 3e). Like the analysis of core clock genes, glial cells stand out, this time by showing the highest number of cyclers, especially considering that they typically express fewer genes than neurons (Extended Data Fig. 4g). 

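Cyclers over 4 ZT times were not computed, since cells carried no time. Genes that differed between ZT20 and ZT8 were counted instead, with the edgeR test above at an adjusted p of 0.05. The same number of cells was drawn from each cell type in a run (78 in run 7 to 337 in run 2), for types with at least 75 cells in every run. EG had 62 such genes of 5298 tested (19 higher and 43 lower at ZT20), ALG 3, α′/β′-KCs 2 and other neurons 6. Those of ALG were *Crz*, *CG9360* and *ITP*, and those of α′/β′-KCs *Dh31* and *CG14989*. Those of other neurons were *CCHa2*, *SerT*, *Trh*, *DAT*, *CG14687* and *Octbeta1R*. These 6 genes rest on a single draw, with 85 of the 10088 other neurons of run 5. None of them was called in other neurons with all cells, and neither *Crz* nor *ITP* in ALG. Over all cells of a run, *Crz* was at 1301 CPM in run 5 and at 516 and 78.7 CPM in runs 6 and 7. α/β-KCs, γ-KCs and PAM dopaminergic neurons had 0 in edgeR, where 289, 280 and 248 genes had an unadjusted p under 0.05, and DESeq2 called 1, 1 and 0. All PAM dopaminergic neurons of a run were taken in every draw, so that their count could not change with the draw. The count in EG depended on the cells drawn. In each of 20 further draws, chosen after the first, more genes were higher than lower in EG at ZT20. The median count was 26 (6 to 81), against 2 (0 to 4) in ALG, 2.5 (0 to 11) in other neurons, 2 (0 to 2) in α′/β′-KCs, 1 (0 to 3) in α/β-KCs, 0 (0 to 3) in γ-KCs and 0 (0 to 0) in PAM dopaminergic neurons. It also rested on run 7, without which the first draw gave 286 genes in EG, against 41 without run 6. The edgeR fit of the share of night flies with the year as a batch term called 0 genes in EG (323 with an unadjusted p under 0.05). That fit tested the share of night flies, not ZT20 against ZT8. With all cells, EG had 46 genes of 6925 (31 higher and 15 lower), ALG 2, clock neurons 8 and the 120034 other neurons 8 of 10913. The lead of EG with all cells depended on the test. DESeq2 called 40 genes in EG and 30 in other neurons, and the fit to the runs with a single ZT time 64 higher and 42 lower in EG and 53 higher and 43 lower in other neurons. PG had 0 of 5335 in edgeR (371 with an unadjusted p under 0.05), and DESeq2 called 14. Without run 7 and without run 6, the counts with all cells were 277 and 82 in EG, 17 and 17 in ALG, 20 and 42 in clock neurons, 19 and 13 in other neurons, 18 and 24 in PG, 56 and 69 in γ-KCs and 25 and 78 in adPNs. Besides *vri* and *cwo*, the genes in EG with the largest change were *CG11407* (1505 normalized CPM at ZT20 against 110.4 and 75.6, log2 3.97, SE 0.24, adjusted p = 6.16e-07), *CG32369* (log2 3.68), *Ilp2* (log2 3.37), *CG31324* (40.2 normalized CPM against 388 and 395, log2 -3.29, SE 0.29, adjusted p = 2.73e-05) and *CG11241* (log2 -4.66), together with *CG17298*, *CG11453* and *CG4398*, which had few or no counts on a side. *Ilp2* also rose in α/β-KCs (47.0 normalized CPM against 9.23 and 6.18, log2 2.50, adjusted p = 0.0305), so that free RNA in run 5 is not excluded for this gene. In ALG, *CG11407* (log2 5.02) and *CG9360* (log2 3.44) were higher at ZT20. In clock neurons, *ITP*, *CG14075*, *Fkbp14*, *nrv1* and *CG17777* were higher and *Dh31*, *Proc* and *br* lower, where 2 of 52 clock neurons held 14537 of the 14551 *ITP* UMIs of run 5.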

When comparing the overlap of cyclers between all cell types, we found that only between 20% and a maximum of 50% of cyclers are shared. We identified a higher number of shared cyclers between closely related cell types, such as the three KC subtypes, and particularly between neuropil-associated glial subtypes (ALGs and EGs) (Fig. 3e). Similarly, gene ontology (GO) analysis of cyclers showed that glial subtypes shared more similar signaling pathways compared to neuronal subtypes (Extended Data Fig. 4h). GO terms encompassed ‘mitochondrial electron transport, NADH to ubiquinone’, ‘sodium ion transport’, ‘chemical synaptic transmission’ and ‘extracellular region’, suggesting that many key functions of glia including metabolism, ionic homeostasis and gliotransmission, are affected by the circadian clock. In summary, these data suggest that different cell populations respond differently to process C, with glial cells being the most affected.

### Sleep/wakefulness correlates differ between cell populations

Next, we asked whether we could detect transcript level changes across sleep/wakefulness states (referred to as sleep/wakefulness correlates), similarly to ZT times. We assigned each condition to a sleep or wakefulness group based on whether the animal had consolidated sleep or wakefulness before sampling (Figs. 1a and 4a and Methods). The sleep group included spontaneous sleep, recovery sleep after sleep deprivation (SD), yoked control (YC) and gaboxadol (GBX)-induced sleep^32^. We grouped spontaneous wakefulness and forced wakefulness (SD) to regress out the unwanted effects of ZT time and the potential stress induced by mechanical SD. Then, we performed differential expression analysis between the two groups for each cell population separately and asked whether transcriptomic changes between sleep and wakefulness states differ between distinct cell populations. We found that 46.7% of all clusters and 57.9% of annotated clusters had sleep/wakefulness correlates (Fig. 4b, Extended Data Fig. 5a,b and Supplementary Table 4). KCs and glia had the highest number of differentially expressed genes (DEGs) among the annotated cell types. Considering that glia express the lowest number of genes among all cell types (Extended Data Fig. 5b), these cells may be even more affected by sleep/wakefulness relative to their total expressed genes compared to neurons. 

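The number of genes per cell was compared after thinning each cell to 500 UMIs. The median was 279.6 genes ± 14.0 in glia and 324 ± 11.1 in neurons (SD, n = 7 runs). The difference, -44.1 ± 18.2 (SD), was found in 7 of 7 runs (exact two-sided sign-flip permutation test, p = 0.0156, the smallest that 7 runs allow). PG (285 genes), ALG (277) and EG (294) were each lower than neurons in 7 of 7 runs, with the same exact p. The order was the same at 1000 UMIs, where glia had 477 genes and neurons 562. Without thinning, the medians were 831 genes in glia and 1778 in neurons, but PG had 1501, lower in 4 of 7 runs only (exact p = 0.125). Over cells and without thinning, the median was 961 genes in glia, 1182 in photoreceptor-like cells and 1532 in α/β-KCs, the lowest of the named neuron types. After thinning, the lowest median over cells of all named cell types was that of the photoreceptor-like cells (264 genes), followed by other glia (277) and ALG (282), and the highest that of adPNs (343). The paper reasons from the low number of genes in glia (Extended Data Fig. 5b) that these cells may be affected more, relative to the genes they express, than neurons.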

Interestingly, most identified DEGs in each of the annotated cell types were unique to that cell type (Fig. 4b). On average only 12.8% or 13.5% of DEGs were shared within neuronal or glial subtypes, respectively. Like cyclers, the overlap of sleep/wakefulness-correlated transcripts was even smaller between neurons and glia, averaging between 3% and 4% only, with the exception of PAM DANs and protocerebral bridge (PB) neurons, which shared between 17% and 33% of their sleep/wakefulness-correlated genes with ALG and EG_1. This low overlap between closely related cell subtypes suggests that sleep–wake cycles affect their transcriptome in unique ways.

**Fig. 4:**
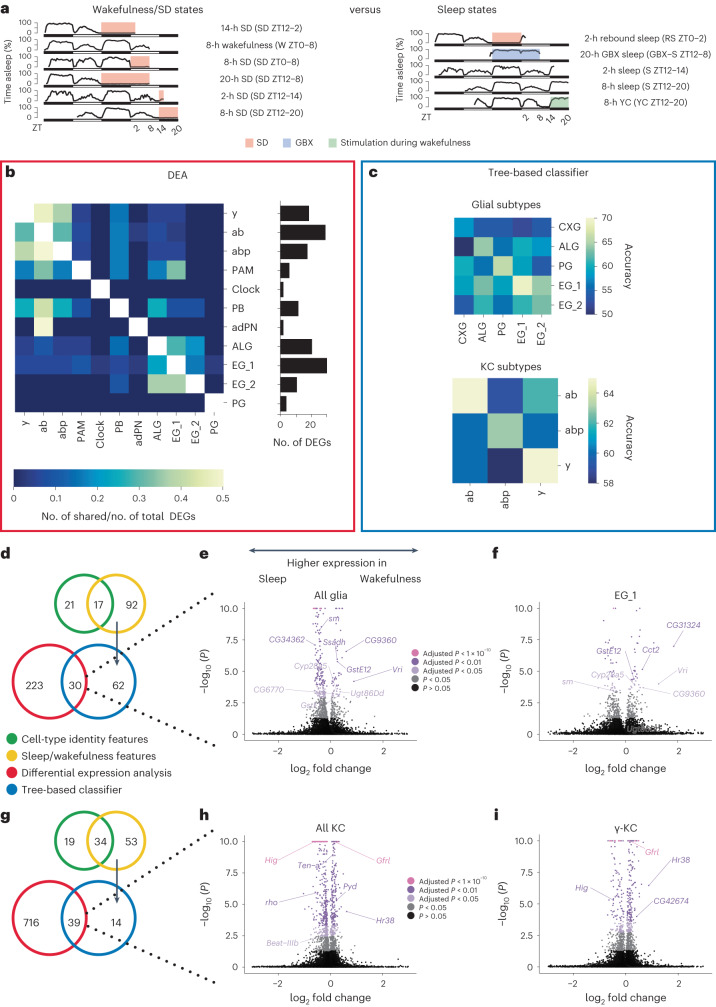
The transcriptomes of glia and KCs change differently between sleep and wakefulness. **a**, Grouping of wakefulness–SD states and sleep states to compare them in differential expression analysis and a tree-based classifier. **b**, Heatmap of intersecting DEGs between all annotated cell types with at least one shared gene relative to the total number of DEGs according to cluster. The bottom bar plot shows the amount of total DEGs with an adjusted *P* < 0.05 and log fold change lower than −0.5 or greater than 0.5. The statistical method used was a Wilcoxon rank-sum test. *P* values were adjusted for multiple-comparisons testing using the Benjamini–Hochberg method. **c**, Classifying glial (top) and KC (bottom) subtypes into sleep or wakefulness labels revealed that performance was highest for the same subtype. **d**–**i**, For glia (**d**) and KCs (**g**), candidate genes were filtered by (1) removing the cell-type features from the sleep/wake features identified using separately trained Explainable Boosting Machines (EBMs) and (2) overlapping significant differential expression analysis (DEA) and EBM results. The volcano plots highlight a selection of the common genes between the two methods for all glia (**e**), EG_1 (**f**), all KC (**h**) and y-KC (**i**).

To further probe the differences between closely related KC and glial subtypes, we applied a complementary, independent approach to differential expression analysis. We asked whether a tree-based classifier could learn the transcriptome makeup of one cell subtype during the sleep and wakefulness states and subsequently, how accurately this model would perform in classifying cells of another closely related subtype into either of these states (Fig. 4c). This approach was applied to the KC and glial cell subtypes separately. To ensure that the classifier would discriminate between sleep and wakefulness states rather than cell identity, we excluded marker genes between either KC or glial subtypes up to the point that the subtypes merged into one another in the two-dimensional uniform manifold approximation and projection (UMAP) space (Extended Data Fig. 6a,b). The accuracy of the classifier is illustrated in a confusion matrix, where the color corresponds to the probability to accurately assign a sleep or wakefulness label per cell type. We found that the classifier performed better for the cell subtype it was trained on, than on other related ones (Fig. 4c). To ensure that the classifier’s improved performance was not driven by overfitting to the cell type (that is, learning cell identity features), we randomly shuffled the sleep and wakefulness labeling of cells within their subtype identity. Then, the classifier would not distinguish between the sleep and wakefulness states even in the same subtype, suggesting that the classifier truly learned sleep/wakefulness, rather than cell identity features (Extended Data Fig. 6c,d). Taken together, both the differential expression analysis and classification approach suggest that depending on their cell identity, different cell populations have different sleep/wakefulness correlates.

Next, we asked what kind of genes are altered between sleep and wakefulness in glia and KCs. To gain confidence in the candidate gene list, we first trained another classifier to detect cell identity features between glial and KC subtypes. Then, we subtracted those cell identity features from those used by the sleep–wakefulness classifier (Fig. 4d,g). To reduce the false positive rate further, we considered genes as significantly deregulated only if they remained after the filtering step above and if they were identified as significant in the differential expression analysis, leaving 30 and 39 sleep/wakefulness-correlated transcripts in glia and KCs, respectively (Fig. 4d,g). Among the filtered 39 sleep/wakefulness correlates of KCs, we found *Hr38*, an activity-dependent gene in insects^33^. To validate its increased expression during SD and wakefulness compared to sleep in KCs specifically, we performed fluorescence in situ hybridization (FISH) during sleep and SD. In accordance with our single-cell data, *Hr38* mRNA in KCs increased expression after SD (Extended Data Fig. 7). The sleep/wakefulness correlates in glia included metabolism-related genes (*CG9360*, *Cyp28a5*, *GstE12*, *GstE1*, *mdh1*, *Ssadh* and *Ugt86Dd*), genes involved in protein synthesis and homeostasis (*Rpl41*, *Cct2*, *CG34362*, *CG6770* and *sm*), and genes regulating the core circadian clock (*CG31324* and *vri*) (Extended Data Fig. 5c and Supplementary Table 4). In contrast, sleep/wakefulness correlates in KCs included many genes involved in axon and synapse development and function: *Ten-a*, *rho*, *pyd*, *hig*, *Gfrl*, *CG42674*, *Hasp* and *beat-IIIb* (Extended Data Fig. 5c and Supplementary Table 4).

### Template matching captures cell types involved in process S

While the sleep/wakefulness correlates detect how the transcriptome changes in a binary manner, we next assessed whether it also changed gradually with the level of sleep pressure (sleep drive correlates). We sampled flies at multiple sleep and SD states, which can be ordered according to their level of sleep drive, from 20 h of GBX-induced sleep to 20 h of SD (Fig. 5a). To detect transcripts whose expression correlated with the gradual increase of sleep drive, we adopted a feature selection method^34^. Like the JTK algorithm for the identification of cyclers, which calculates the correlations between measured gene expression and assumed sine waves, this method also asks whether gene expression changes according to a given pattern. More specifically, we tested whether the expression profile for each measured transcript across sleep drive states, significantly correlates with a predefined template. The template consisted of values from 0 to 1, where 0 corresponds to the condition of lowest sleep pressure and 1 to the highest. Another five conditions were assigned to continuous values between 0 and 1 according to the respective level of sleep pressure the animal experienced (Fig. 5a and Methods).

**Fig. 5:**
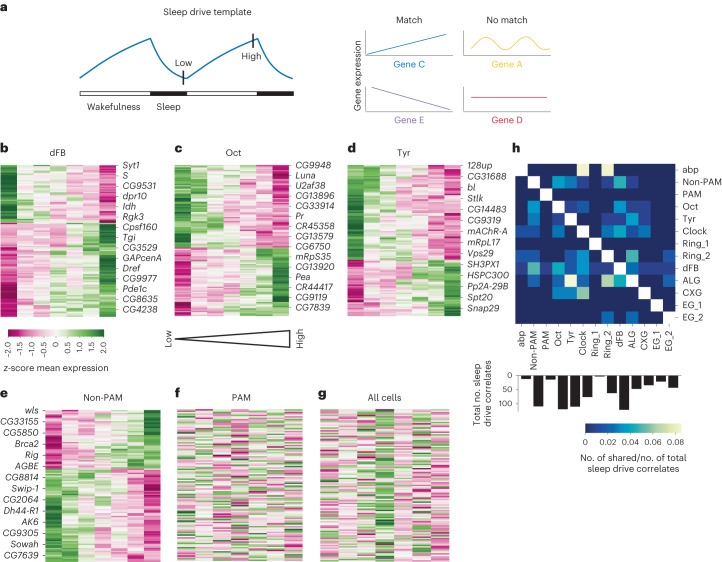
Analysis of molecular correlates of sleep drive. **a**, Illustration of the sleep drive template based on Borbély’s two-process model^1^. Points of low and high sleep pressure are indicated. Examples of genes whose expression would match (blue and purple) or not match (red and yellow) the template are given. **b**–**g**, Cluster map of all significant sleep drive correlates of dFB (**b**), Oct (**c**), Tyr (**d**) and non-PAM DANs (**e**). The gene expression of sleep drive correlates from non-PAM DANs did not correlate with the sleep drive template in PAM DANs (**f**) or all cells combined (pseudobulk) (**g**). A subset of significantly correlating sleep drive genes is labeled. The statistical test used was Pearson correlation. *P* values were adjusted for multiple tests using the Benjamini–Hochberg method. **h**, Heatmap of intersecting sleep drive correlates between all annotated cell types with at least one shared gene relative to the total number of sleep drive correlates according to cluster.

We found that 65.1% of all clusters and 68.4% of annotated clusters had at least one sleep drive correlate (Extended Data Fig. 8a and Supplementary Table 5). Interestingly, the four annotated clusters with the highest amount of sleep drive correlates were cell populations associated with sleep homeostasis, spearheaded with 121 correlates by dFB neurons (Fig. 5b and Extended Data Fig. 8a,b), which we previously annotated (Extended Data Fig. 3). Similarly, wakefulness-promoting Oct, Tyr and non-PAM DAN neurons each had more than 100 sleep drive correlates (Fig. 5c–e and Extended Data Fig. 8a,b). Plotting the gene expression of sleep drive correlates from low to high sleep pressure conditions showed clear correlating patterns for dFB, Oct, Tyr and non-PAM DAN neurons (Fig. 5c–e). In contrast, the related dopaminergic subtype of PAM neurons only had 14 correlates (Extended Data Fig. 8a,b). Furthermore, the expression of non-PAM DAN sleep drive correlates did not correlate with sleep pressure in PAM DAN neurons nor in all cells combined (pseudobulk) (Fig. 5f-g). Thus, in this study we demonstrated that the template-matching method was sufficiently sensitive and specific to capture sleep drive correlates of previously identified sleep circuits.

Analogous to asking whether cyclers and sleep/wakefulness correlates differed between cell populations, we next assessed whether molecular correlates of sleep drive varied depending on cell identity. We found that the specificity of sleep drive correlates to a cell type was even more pronounced compared to that of the sleep/wakefulness correlates and cyclers. The highest overlap across all clusters was merely 8% between abp-KC and clock or ring_2 and between astrocytes (ALGs) and Tyr neurons (Fig. 5h). These data suggested that different cells responded to process S in unique ways.

Similarly, GO analysis revealed little overlap of sleep drive correlates between cell types (Extended Data Fig. 8c). In dFB neurons, we found many sleep drive correlates that were involved in synaptic formation and function (*unc-104*, *scramb1*, *dpr10*, *dpr19*, *syt1*, *sm*, *brp* and *CG8386*). This is consistent with previous evidence linking neuronal activity of dFB neurons to levels of sleep pressure^21^. Our data also showed that the expression level of several mitochondria-related genes also correlated with sleep drive, including *mRpL27*, *mRpL50*, *Sod2*, *CG32113* and *Idh*. This is in agreement with the notion that mitochondrial function in the dFB is critical for sleep homeostasis^35^.

### R5 neurons have a high number of sleep drive correlates

We found that one subcluster of EB ring neurons (ring_2) had a substantial number of sleep drive correlates, while the other (ring_1) showed only a few (Fig. 5h). Therefore, we asked whether the previously identified sleep drive-regulating R5 neurons are part of the ring_2 subcluster. R5 neurons contain only approximately 32 cells in an adult fly brain^19^. To identify them, we first selected all EB ring neurons that were annotated based on previously used marker genes^15^ and repeated dimensionality reduction exclusively on the EB ring neuron cluster to specifically analyze its subclusters. This reclustering resulted in at least three separate subclusters expressing unique transcriptomic signatures (Fig. 6a). 

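The 1224 EB ring neurons were clustered again with 1498 variable genes and 20 principal components. A resolution of 0.005 was the setting at which 3 subclusters formed, with 1151, 50 and 23 cells, and 2 times that resolution also gave 3. At a resolution of 0.1, chosen after this result had been seen, 8 subclusters of 16 to 662 cells formed.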

To identify R5 neurons among the three clusters, we focused on a subset of marker genes (Fig. 6b), whose expression pattern is known from T2A-Gal4 knock-in driver lines^36,37^. By crossing relevant driver lines to chemically tagged effectors, we visualized the expression pattern of multiple marker genes in the EB ring neuron subclusters (Fig. 6c). EB ring neuron subtypes can be distinguished by their projection patterns into the ring-shaped EB structure^38^. This allowed us to map the subtype identities to some of our single-cell EB ring neuron subclusters. Ring_C differentially expressed *cry* and *pdfR* (Fig. 6b), two genes that are expressed specifically in neurons projecting into the R5 ring (Fig. 6c). Therefore, we identified cluster ring_C as R5. 

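In the subcluster of 50 EB ring neurons, *cry* was at 190.3 CPM (125 UMIs, 95% exact Poisson interval 158 to 227) against 18.9 in the other EB ring neurons, and *Pdfr* at 699 CPM (459 UMIs, interval 636 to 766) against 129. Both genes were higher in 7 of 7 runs. No test was made, since as few as 2 of these cells came from a run. A UMI of *cry* was counted in 68% and one of *Pdfr* in 100% of the 50 cells (median 12732 UMIs), against 14.2% and 41.8% of the largest subcluster (median 9231 UMIs). The largest subcluster, of 1151 cells, had *5-HT7* at 372 CPM against 33.4 in the other EB ring neurons, *5-HT2B* at 74.0 against 7.42 and *5-HT1A* at 155 against 51.9. In the largest of the 8 subclusters at resolution 0.1, of 662 cells, *5-HT7* was at 629 CPM, a log2 difference of 3.62 ± 0.27 to the other EB ring neurons, *5-HT2B* at 128.1 CPM (log2 4.95 ± 1.54) and *5-HT1A* at 232 CPM (log2 2.32 ± 0.77), each higher in 7 of 7 runs (SD, n = 7, exact permutation test, p = 0.0156, adjusted p = 0.0167 over 15 comparisons). Another subcluster at this resolution, of 284 cells, had *Pdfr* at 352 CPM against 91.5 in the other EB ring neurons (log2 1.87 ± 0.44) and *cry* at 44.8 against 21.6 CPM (log2 0.97 ± 0.47), each higher in 7 of 7 runs with the same exact p. A UMI of *Pdfr* was counted in 90.1% and one of *cry* in 31.7% of these cells. From the expression of *cry* and *Pdfr* (Fig. 6b,c), the paper concludes that ring_C corresponds to R5 neurons.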

Remarkably, we found a high number of sleep drive-correlated genes specifically in R5 neurons, while few to no genes were identified in the other two subclusters (Fig. 6d,e and Extended Data Fig. 8a,b). Many of these transcripts were mitochondrial genes, including mt:ATPase6 and Pink1, as confirmed by GO analysis (Extended Data Fig. 8c and Supplementary Table 5). This finding suggested that mitochondrial function in R5 neurons is important for the role of these neurons in sleep homeostasis. Interestingly, we found that a gene encoding a potassium channel *ether-à-go-go* (*eag*) correlated negatively with sleep drive in R5 neurons. Potassium channels, including Eag, reduce neuronal excitability^39^. This is consistent with the finding that the neuronal activity of R5 increases with the levels of sleep drive^19^.

**Fig. 6:**
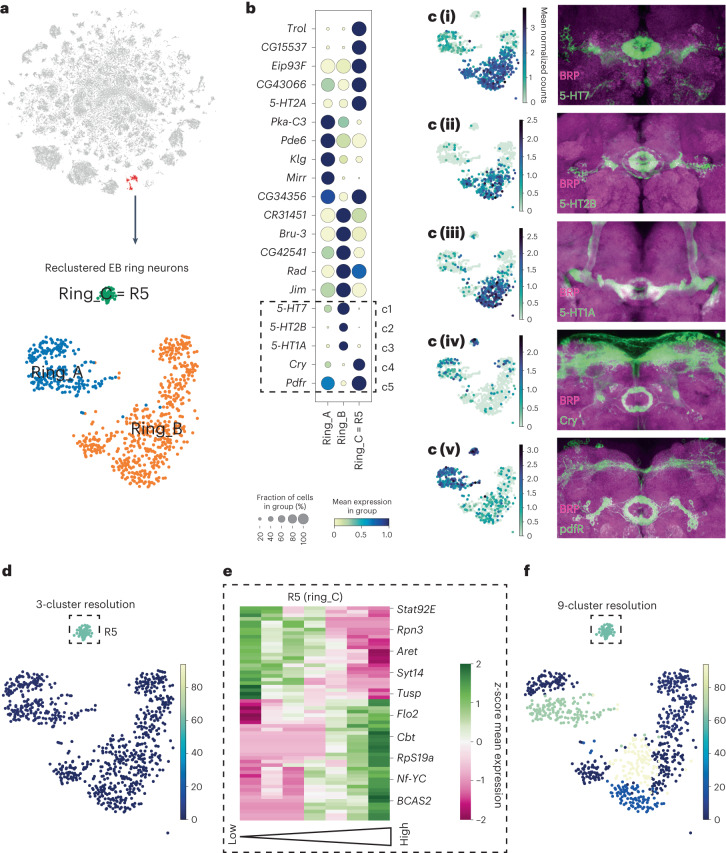
Identification of EB R5 neurons and sleep drive correlates across EB ring neuron subtypes. **a**, Top, *t*-SNE plot of two EB ring neuron subclusters. Bottom, reclustering of EB ring neurons into three subclusters, that is, ring_A, ring_B and ring_C. **b**, Top 20 DEGs between the three subclusters. **c** (i)–(v), Expression pattern and chemical tag staining of T2A-Gal4 driver lines of the genes boxed in **b**. Their morphology revealed that neurons in ring_C are EB R5 neurons. **d**, *t*-SNE displaying the number of sleep drive correlates at three-cluster resolution. **e**, Cluster map displaying the expression of sleep drive correlates for R5 neurons. A subset of significantly correlated sleep drive genes is labeled. **f**, *t*-SNE displaying the number of sleep drive correlates at a nine-cluster resolution. Source data

Anatomic analyses showed that there were 11 subclusters of EB ring neurons^40^. Therefore, we asked whether our two bigger EB ring neuron clusters still contained multiple subpopulations and reclustered them into another eight subclusters. Coloring each cell by its assigned run showed that no clusters were dominated by one run, thereby confirming that our EB ring subclusters were indeed driven by different cell subtype identities rather than by technical batch effects (Extended Data Fig. 2c,d). 

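Over the 3 subclusters of EB ring neurons, the largest share of cells from 1 run was 30%, for the 15 cells of run 4 in the subcluster of 50. Over the 8 subclusters at resolution 0.1 it was 37.5%, in the smallest of them.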

Matching the sleep drive template to these subclusters revealed that two of them had a high number of correlating genes in addition to R5 (Fig. 6f). This is in line with studies that identified additional ring neuron subtypes apart from R5 that regulate sleep amount and sleep fragmentation^20,41^. Importantly, the remaining six subclusters had no or few genes correlating with sleep drive (Fig. 6e), demonstrating the specificity of the template-matching method. This reclustering analysis also highlighted the importance of examining homogeneous populations.

### Clock neuron subtypes differ in sleep drive correlate numbers

Clock neurons are a heterogenous population consisting of four dorsal neuron subtypes (DN1a, DN1p, DN2 and DN3) and three lateral neuron (LN) subtypes (LNv, LNd and LPN)^42^. Previous anatomical analyses and single-cell transcriptomic data also suggested that many of these clock neuron subtypes, especially DN1p, can be further divided into smaller clusters^22,43^. Importantly, some clock neuron subtypes are involved in sleep regulation, while others are not^44–47^. We aimed to investigate if we could detect this discrepancy in our data. To this end, we first subclustered our 494 clock neurons using an approach similar to that used with the EB ring neurons. We found clear subclusters emerging in the dimensionality reduction (Fig. 7a and Extended Data Fig. 2e,f). 

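The 650 clock neurons were clustered again with 1684 variable genes and 20 principal components at resolution 1. This gave 16 subclusters of 12 to 86 cells, against 14 at 0.5 and 19 at 2.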

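The largest share of a clock neuron subcluster that came from 1 run was 35%, for the 7 cells of run 3 in a subcluster of 20. It was also 35% at the lower and the higher resolution. The smallest subclusters held no cells of some runs.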

Like subclusters of the EB ring neurons, clock neuron subclusters were driven by different cell identities rather than by technical batch effects (Extended Data Fig. 2e,f).

**Fig. 7:**
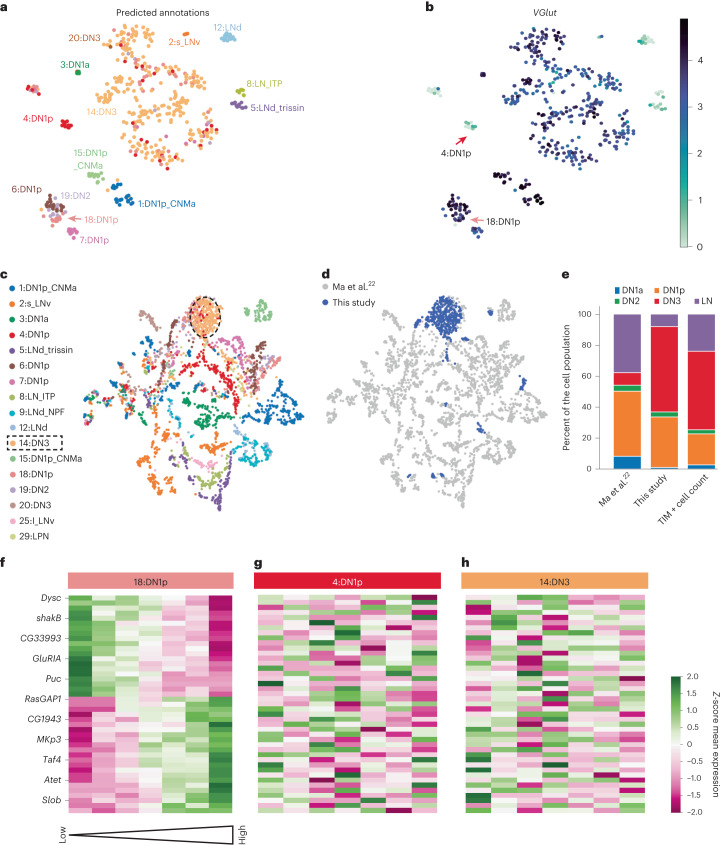
Analysis of sleep drive correlates in clock neuron subtypes. **a**, Predicted annotations of clock neuron subtypes on our data based on training the scANVI model on data from Ma et al.^22^. Cluster annotation names were transferred from Ma et al.^22^. **b**, *VGlut* expression mapped onto our data; DN1p subtype clusters 18 (green) and 4 (red) are indicated. **c**, Plotting of our 494 clock neurons together with clock scRNA-seq atlas of Ma et al.^22^ split into 17 high-confidence annotated clusters. **d**, Our cells in blue highlighted in the UMAP space with data from Ma et al.^22^. **e**, Proportion of cells according to clock subtype for data from Ma et al.^22^, data from this study and published counts of cells from neuroanatomical studies. **f**–**h**, Cluster map of all significant sleep drive correlates of 18:DN1p (**f**). Gene expression of the significant genes for 18:DN1p did not correlate with sleep drive in another DN1p subtype (**g**) or 14:DN3 (**h**).

To clearly annotate our clock neuron subclusters, we trained a semi-supervised model (single-cell annotation using variational inference (scANVI))^48^ on the 2,615 single-cell transcriptome profiles of the published clock neurons by Ma et al.^22^. The model was then used to predict the clock subcluster identities of our 494 clock neurons (Fig. 7a). Ma et al.^22^ annotated 17 clock neuron subclusters with high confidence. We found 14 of the 17 high-confidence subclusters in our data (Fig. 7a). 

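In 1 subcluster of 12 clock neurons, *Pdf* took 170180 CPM (38850 UMIs), with a UMI in 100% of the cells. It was between 122426 and 206700 CPM in 5 runs and at 163 CPM in the single cell of run 7, and run 5 gave no cell. In the 15 other subclusters *Pdf* was at 26.5 CPM or less, except for 5306 CPM in the largest, of 86 cells, where run 3 was at 22428 CPM and the other runs at 52.5 CPM or less. A *Pdf* UMI was counted in 4.88% to 23.1% of the cells of these 15 subclusters. The median depth of the 16 subclusters ranged from 4867 to 25507 UMIs. *CCHa1* was at 11291 CPM (2838 UMIs) in another subcluster of 12 cells and at 7.31 CPM or less elsewhere. *AstA* was at 19660 CPM in a subcluster of 18 cells and at 1908 CPM in a subcluster of 62 cells. *Rh7* was highest in a subcluster of 15 cells (616 CPM), followed by the subcluster of 62 cells with *AstA* (299 CPM) and a subcluster of 41 cells (191 CPM). *VGlut* ranged from 1996 to 7793 CPM in 11 subclusters and was at 71.7, 92.6, 357, 192 and 421 CPM in the subclusters of 26, 20, 18 and 15 cells and in that of 12 cells with *Pdf*. A UMI of *VGlut* was counted in 22.2% to 55% of the cells of the latter 5, and in 97.6% to 100% of the cells of the others.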

We confirmed the expression of some cluster-specific genes (*Pdf* for s_LNv, *CCHa1* for DN1a, *AstA* and *Rh7* for DN1p, and *vGlut* for all clusters except for all LN clusters and 4:DN1p) (Fig. 7b and Extended Data Fig. 9a,d). We also tested the expression of the top five marker genes identified by Ma et al.^22^ across all 14 annotated clusters. Like their findings, we observed that within the same subtype of DN1p neurons, six subclusters with distinct gene expression signatures emerged (Extended Data Fig. 9e). Furthermore, most of our subclusters that had emerged using dimensionality reduction were clearly mapped to individual clock neuron subtypes, particularly the LNs and DN1p subclusters (Fig. 7a). These findings indicate that we successfully annotated our clock neuron subclusters.

However, the prediction was less successful when separating the 19:DN2 subcluster because it clustered together with the 6:DN1p and 18:DN1p subtypes (Fig. 7a). Furthermore, the predicted 14:DN3 cluster divided into multiple clusters (Fig. 7a), suggesting the existence of multiple DN3 subtypes that the study by Ma et al.^22^ may have missed. We propose that the larger number of DN3 neurons in our dataset (Fig. 7c,d) could be due to the difference in methodologies between the studies. Ma et al.^22^ FAC-sorted clock neurons by using the Clk856-Gal4 driver, which does not label most DN3 neurons. In contrast, our data were generated in an unbiased manner, that is, not by sorting a driver line. In accordance, the proportion of clock subtypes we yielded matches the number of cells that others have previously counted based on immunostaining of TIMELESS protein^43,44^ (Fig. 7e). In contrast, but as expected, the data sorted from the Clk856-Gal4 driver consisted of only a small proportion of DN3 cells. Interestingly, compared to the anatomical cell counts, we lacked LNs (Fig. 7e). This is probably because these cells may have been removed together with the optic lobe when we dissected the central brains, as LNs are located close to the border between the central brain and optic lobes.

Like the homogenous R5 subcluster, we next asked whether we could identify sleep drive correlates in the more homogenous, annotated clock neuron subclusters. However, while the template-matching method works well on homogenous populations, it still requires a minimum number of cells such that all template conditions are covered. This limitation resulted in the template matching to run only in three annotated clock subclusters, that is, 18:DN1p, 4:DN1p and 14:DN3. Interestingly, we identified significant sleep drive correlates only in the glutamatergic-positive cluster 18:DN1p, not in the glutamatergic-negative 4:DN1p subtype nor in 14:DN3 neurons (Fig. 7f–h). This is consistent with findings that glutamatergic DN1p neurons are involved in sleep/wakefulness regulation^44,45^. Among the sleep drive correlates of the 18:DN1p cluster are two genes that regulate the function of a potassium channel: *slowpoke-binding protein* (*slob*) and *dyschronic* (*dysc*) (Fig. 7f). This is consistent with the finding that the potassium channel (slowpoke) is important in glutamatergic DN1p neurons to regulate sleep quality^49^.

### Homeostatic and circadian processes converge in glia

Previously, it was shown in flies that homeostatic and circadian processes interact indirectly by neuronal circuits connecting clock neurons with sleep homeostat circuits (EB ring neurons and dFB neurons)^44–46,50,51^. We asked whether there is a more direct interaction of the two processes in the same cell and whether one process affects a cell type more than the other one. To this end, we compared the number of sleep drive correlates with the number of cyclers by cell population and assigned each cell type to either process or to both simultaneously (Methods). Surprisingly, in most cases, we found that a given cell type was more affected by only one process (Fig. 8a,b). For example, dFB, Oct/Tyr, non-PAM DANs and R5 neurons had many sleep drive correlates but few circadian cyclers. On the other hand, cell types with many circadian correlates, for example, y-KCs, ab-KCs and PGs, had no sleep drive correlates. Remarkably, two subtypes of EB ring neurons, that is, R5 and ring_B were affected by either process in opposing ways, in accordance with previous findings, showing that R2/R4m neurons (probably part of ring_B) received circadian timing information from clock neurons^51,52^, while R5 neurons themselves encoded the sleep homeostat^19^. This suggested that the effect of either circadian or homeostatic process differs depending on the cell type and can vary even for closely related cell types. KC subtypes, except for abp-KCs, followed a pattern of high number of circadian cyclers, but few or no sleep drive correlates. Intriguingly, both the number of cyclers and sleep drive correlates were high in all glia with the exception of PGs, as opposed to few neuronal clusters with such high numbers. This demonstrated that a simultaneous convergence of both circadian and homeostatic processes takes place in glial cells, as their transcriptome is affected by both.

**Fig. 8:**
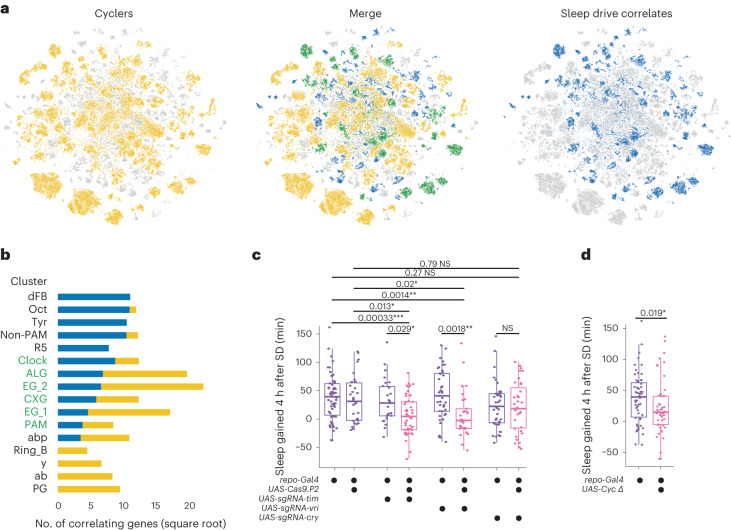
Homeostatic and circadian processes converge on glial cells. **a**, Clusters assigned to cyclers (yellow, left) or sleep drive correlates (blue, right) visualized in the *t*-SNE. Middle, The *t*-SNE shows the merge of left and right *t*-SNE, highlighting the clusters assigned to both groups in green. **b**, Number of correlating genes with circadian or sleep drive template across all annotated clusters that have correlates for either process. The color indicates their assigned group (yellow, cyclers; blue, sleep drive correlates; green, both). **c**, Sleep amount 4 h after SD compared to the baseline sleep of the same fly in the same ZT time period before SD in flies expressing conditional knockout of *vri* (*n* = 30), *tim* (*n* = 47) and *cry* (*n* = 35) in pink and control flies (*repo-Gal4>iso31* (*n* = 58); *repo-Gal4*>*UAS-Cas9.P2* (*n* = 30); *repo-Gal4*>*UAS-sgRNA-vri* (*n* = 41); *repo-Gal4*>*UAS-sgRNA-tim* (*n* = 26); and *repo-Gal4*>*UAS-sgRNA-cry* (*n* = 41)) in purple. **d**, Sleep amount 4 h after SD compared to baseline sleep of the same fly in the same ZT time period before SD of flies expressing a dominant negative form of *Cyc* (*n* = 48) in pink and control flies (*repo-Gal4>iso31* (*n* = 58)) in purple. **c**,**d**, The statistical method used was a Wilcoxon rank-sum test, with Bonferroni-corrected *P* value adjustment for multiple-comparisons testing. The boxplots indicate the minimum, median, maximum, and first and third quartiles. The error bars represent the first (third) quartile ± 1.5 times the interquartile range. Adjusted *P < 0.05, **P < 0.01, ***P < 0.001; NS, not significant. Source data

Interestingly, we identified genes that regulate the core molecular clock, *vri* and *CG31324*, as sleep/wakefulness correlates in glia. Similarly, the expression levels of *E23*, a regulator of the circadian rhythm, correlated with the sleep drive in glia specifically. Thus, process S may directly influence the core clock machinery in glial cells. Next, we asked whether the disruption of the circadian clock, specifically in glia, would result in impairment of the sleep homeostat. We expressed a dominant negative form of *Cyc*^53^ or conditionally knocked out *tim*^54^, *vri* or *cry*^55^ specifically in glial cells, while leaving all neurons, including clock neurons, unaffected. To assess sleep homeostasis in these animals, we sleep-deprived flies for 12 h during the night and measured rebound sleep, a hallmark of sleep homeostasis, the following morning. Flies with a disrupted glial clock showed significantly reduced rebound sleep after SD compared to control flies (Fig. 8c,d). Interestingly, while disrupting expression of *tim*, *vri* and *Cyc* resulted in reduced sleep rebound, *cry* knockout did not. This is in accordance with *cry* participating in neither of the two core transcriptional–translational feedback loops in *Drosophila*. These data indicate that the glial clock is required for normal sleep homeostasis and suggest that processes S and C directly influence each other in glial cells to determine sleep–wake cycles.

### Interface for browsing gene expression correlates

Our correlational analyses (cyclers, DEGs between sleep and wakefulness, and correlates of sleep drive) across all genes and clusters are accessible to explore visually within a user-friendly interface (https://www.flysleeplab.com/scsleepbrain) as a complement to Supplementary Tables 3–5. The expression of a gene of interest can be compared across cell types (Extended Data Fig. 10a) or in relation to other genes of the same cell type (Extended Data Fig. 10b).

## Discussion

The present study is the first to profile gene expression across different sleep and wakefulness states, degrees of sleep pressure and diurnal time points in an unbiased manner across all cell populations of an entire central brain. We show that sleep/wakefulness and sleep pressure as well as circadian cycling correlates can be found at the transcriptional level across the 214 clusters, including 20 annotated clusters. Few correlates overlap between clusters, which suggests that distinct cell populations are affected differently by sleep/wakefulness, sleep drive and circadian time. We further show that many correlates are only visible in homogenous populations and not in a pseudobulk sample, probably because correlates are largely unique to a specific (sub)cluster. Particularly for sleep drive correlates, the higher the granularity of a cluster, the more correlates are captured, again highlighting the importance of cluster homogeneity in such analyses. Further support for the notion that molecular correlates are only visible at single-cell resolution stems from the observation that the results of previous bulk transcriptomic studies^22^, which have profiled transcriptome changes across the sleep–wake cycle in *Drosophila*, neither overlap with our results nor each other’s results. Similarly, our pseudobulk sleep/wakefulness correlates only overlap by a maximum of 2% compared to their results (Supplementary Fig. 1).

While providing an unbiased view of all cell types in the fly brain, droplet-based scRNA-seq methods as used in this study are known to have less sequencing depth and power to detect rare cell populations compared to well-based methods^55^. Well-based methods specifically target cell types by prepurifying them with a driver line. Despite the limitations of droplet-based methods, we successfully subclustered and identified sparse neuronal subtypes in the brain from our dataset, including dFB, R5 and different clock neuron subclusters, such as sLNv neurons, which contain only eight cells per brain. Clock neuron subclusters and dFB neurons were annotated by making use of publicly available datasets generated with well-based technologies. In the future, an approach that combines both types of isolation methods will be important to identify additional rare subpopulations in our dataset.

We found that the core clock machinery exists only in clock neurons and glial cells, but not in other neurons in the fly brain. This is consistent with a previous report of the absent expression of core clock genes in *Drosophila* DANs^56^ and KCs^57^. At the same time, most of the neurons express cyclers. These cyclers in non-clock neurons are probably driven by cells containing the molecular clock, including clock neurons and glial cells. Glial cells may be a more suitable candidate for this role, considering their large numbers and coverage across the entire brain, in contrast to approximately 150 clock neurons, whose processes cover only a small proportion of the brain. Supporting this idea, the glial clock in mice has been shown to drive the circadian clock gene expression in the SCN and is sufficient to initiate and sustain circadian locomotor rhythms^58^. Similarly, in flies, perturbing glial release results in loss of circadian rhythmic morphological plasticity of pacemaker small ventral LNs^18,58^. Thus, the circadian cyclers in many non-clock neurons in flies may be driven by the molecular clock in nearby glial cells.

By using single-cell transcriptomics and template matching, we detected gene expression changes associated with different sleep drive levels in real time, while sleep pressure accumulates for all cell types separately. Surprisingly, many clusters showed a high number of transcriptional sleep drive correlates, including R5 and dFB neurons, which are directly involved in sleep homeostasis, and the wakefulness-promoting Tyr, Oct and non-PAM DANs, as well as a subset of glutamatergic DN1p clock neurons that interact with the sleep homeostat. Furthermore, many sleep drive correlates are captured in glial cells, several subtypes of which have previously been shown to regulate sleep/wakefulness or sleep homeostasis in *Drosophila*^18,59^. Our findings of sleep drive correlates illustrate the high specificity of the method to identify relevant sleep homeostasis regulating circuits, even when they are small (sub)populations. Therefore, other yet unannotated clusters with a high number of sleep drive correlates may also be involved in the homeostatic regulation of sleep; it will be interesting to determine their identity to ultimately examine their sleep-regulating function.

Sleep homeostasis and circadian rhythms are two distinct behavioral processes and probably affect different cells in the brain. Accordingly, we found that most cells in the fly brain have either a high number of sleep drive correlates but a low number of circadian cyclers, or the reverse. However, although the homeostatic and circadian processes are known to function independently, increasing evidence suggests a cross talk between these two processes^60,61^. In flies, recent studies suggested a model in which the sleep homeostat and the circadian clock interact indirectly through neuronal circuit connections. Several circuits convey the circadian time information from clock neurons to the sleep homeostat centers EB and dFB^44,45,52^. Reciprocally, hugin^+^ neurons act downstream of dFB neurons and modulate clock neurons^50^. However, our data argue for a parallel regulatory mechanism, in which sleep homeostatic and circadian processes interact directly in glial cells to regulate the sleep–wake cycle. In addition, this glial mechanism and the previously identified neuronal mechanisms may also reciprocally interact with one another to integrate processes C and S in sleep–wake regulation. In this glial mechanism, we propose that the sleep–wake cycle affects the regulators of core clock genes in glia, and that the molecular clock in glia is required for sleep homeostasis. How do these two processes interact in glial cells? We and others previously demonstrated that glial Ca^2+^ signaling encodes the level of sleep needed^18,59^. In addition, Ca^2+^ signaling has an important role in regulating the oscillation of core clock genes, with many Ca^2+^ channels and transporters rhythmically expressed in mammalian clock neurons^62^. Thus, the reciprocal interaction between Ca^2+^ signaling and the molecular clock in glia may be the molecular substrate of the interaction of homeostatic and circadian processes to ultimately instruct downstream neurons and appropriate behavior.

## Methods

### Animals

The following *Drosophila* strains were obtained from the Bloomington *Drosophila* Stock Center: DGRP 88, 287, 303, 313, 359, 379, 441, 646, 892 and 908; *5-HT1A-Gal4* (strain no. 84588); *Pdfr-Gal4* (strain no. 84684); *cry-Gal4* (strain no. 24514); *UAS-Cyc Δ* (strain no. 36317); *iso31* (strain no. 5905); *repo-Gal4* (strain no. 7415); and *UAS-sgRNA-tim3x* (strain no. 90768). *UAS-3x-vri-g* and *UAS-3x-cry-g* were a gift from M. Rosbash^55^. *5-HT2B-T2A-Gal4* and *5-HT7-T2A-Gal4* were a gift from S. Kondo^37^.

### Sleep behavior

After entraining male flies for 3 days, 4–8-day-old single flies were loaded during the active period between ZT0 and ZT2; sleep was recorded in 12:12 light–dark conditions in a constant environment of 55–65% humidity and 22 °C. Locomotion was tracked in a high-resolution video-based Raspberry Pi-enabled device (ethoscope)^63^. Targeted mechanical SD was delivered in a feedback loop triggered by 10 s of quiescence of a fly by the rotation of the respective tube. Sleep analysis was performed with adaptations to the rethomics pipeline in R.

For sleep profiling of the DGRP lines, 36 DGRP lines were selected based on sleep architecture metrics previously reported in 168 DGRP lines^12^. For the 36 lines, we thoroughly compared sleep amount, latency, fragmentation and depth. We selected those lines with sleep patterns similar within and between the lines. PCA and analysis of pDoze and pWake^13^ were performed in R. The plots in Extended Data Fig. 1 were created in Python and R. Flies that slept less than 50% of the average amount of their genotype were excluded (4.5%, 37 of 812 flies).

For the scRNA-seq experiments, around 200 flies were loaded belonging to different combinations of the behavioral conditions linked to one or two of the ten DGRP lines in each of seven runs. Flies belonged to 2–4 conditions and 5–9 DGRP lines. The link between condition and DGRP line was shuffled in every run. Flies were preselected based on the recorded baseline sleep and wakefulness behavior on the day before dissection. Immediately before dissection, a final selection of 40 flies was decided based on the previous day’s preselection and the sleep or wakefulness behavior up to the point of dissection in real time. Dissection, dissociation and 10x processing followed immediately after selection.

To validate candidate sleep/wakefulness correlates, flies (DGRP 379/iso31) were collected at ZT0 either after 12 h of normal sleep or 12 h of targeted SD in ethoscope devices. Fly selection and monitoring of their sleep were performed as described above. Brain dissection and whole-mount FISH (see details below) followed immediately after fly collection; both conditions were processed in parallel. For each candidate gene, the brains of at least four 5–7-day-old male flies per condition were processed.

Sleep rebound was assessed after 12 h of targeted SD between ZT12 and ZT24 and one or two prior baseline days in 4–7-day-old mated females in constant darkness conditions. Each genotype was tested in a least four independent experiments. Genotypes were distributed randomly across ethoscopes, ensuring that each genotype was never exclusively tested in a single ethoscope, thereby avoiding potential technical effects. Gained (or recovery) sleep was calculated as the difference between the minutes asleep during the first 4 h after SD and the minutes asleep during the same 4-h circadian time period (ZT0–ZT4) from the two (average) or one baseline days. Genotypes were compared with each other by performing a nonparametric Wilcoxon rank-sum test. Multiple-comparisons testing was Bonferroni-corrected. We excluded animals that slept more than 0.25% of the time during the SD period and flies that slept less than 30% of the average sleep amount of their genotype during the baseline days.

### Brain dissociation into single cells

In each of seven replicates, around 40 central brains were dissected in ice-cold Schneider’s medium with 30 mM of the transcription inhibitor actinomycin D (catalog no. A1410, Sigma-Aldrich). The number of brains per run was chosen based on previous work^14^; this number ensured that the main cell types would be represented. Within 45 min after starting the dissections, the brains were dissociated with an enzyme mixture of dispase (3 mg ml^−1^), collagenase (100 mg ml^−1^) and trypsin-EDTA (0.05%) in a thermoshaker at 25 °C for 15 min. The dissociation was reinforced by pipetting the solution at least four times during the incubation. After washing with PBS with 15 mM actinomycin D the cell pellet was resuspended in 100–200 ml PBS with 0.04% BSA and filtered with a 10-mM pluriStrainer (catalog no. 435001050, ImTec Diagnostics).

### 10x Genomics

Library preparations for the scRNA-seq was performed using the 10x Genomics Chromium Single Cell 3′ Kit v.3.1 NextGEM chemistry (10x Genomics). The cell count and viability of the samples were assessed using a LUNA Dual Florescence Cell Counter (Logos Biosystems). For each sample, a targeted cell recovery of 10,000 cells was aimed for. The dissociated cells from a fly brain are typically quite small (averaging between 1 and 4 µm); this affects counting accuracy. To get consistent counting accuracy, the average of cell counts from three independent measurements were considered for loading the fly cells to the 10x controller. After the cell count and quality check, samples were immediately loaded onto the Chromium Controller. scRNA-seq libraries were prepared according to the manufacturer’s recommendations (Single Cell 3′ Kit v.3.1 user guide; CG000204 Rev D); at the different check points, library quality was assessed using a Qubit (Thermo Fisher Scientific) and Bioanalyzer (Agilent Technologies). For a targeted sequencing saturation of 50–60%, sequencing was performed at a depth of 30,000–60,000 reads per cell; single-cell libraries were sequenced either on Illumina’s NovaSeq 6000 platform or HiSeq 2500 platform using a paired-end sequencing workflow and with recommended 10x v.3.1 read parameters (28-8-0-91 cycles).

### 10x Genomics data preprocessing

The 10x data were mapped to the *Drosophila melanogaster* (BDGP6 assembly) genome using CellRanger v.3.1.0. SNP data for the DGRP lines was downloaded from http://dgrp2.gnets.ncsu.edu/. liftOver was used to convert these to dm6 coordinates. SNPs were then filtered to include only those present uniquely in one of the lines used. This VCF file was used to run demuxlet from the popscle package (https://github.com/statgen/popscle) with default parameters; tools from https://github.com/aertslab/popscle_helper_tools were used to speed up computation.

### Data processing

Scanpy v.1.4.4 was used to process the 10x libraries; samples were first loaded and cells were annotated with the genotypes determined by demuxlet. Demuxlet determined any doublets; ambiguous cells were removed and any cells assigned to a genotype not present in that experiment were also removed. Finally, scrublet was used to remove any remaining doublets using an expected doublet rate determined by the following formula based on the known doublet rate of the 10x Chromium device and the number of doublets expected to be remaining after demuxlet (within-genotype doublets): (0.008 × (n_cells/1000)) × (num_lines/(num_lines^2^)).

After doublet removal, cells with fewer than 200 genes were removed, as well as cells with more than 20–30% unique molecular identifiers assigned to mitochondrial genes (the thresholds can be found in Supplementary Table 7); cells belonging to the ZT2 Wake condition were also removed. All remaining cells were combined into a single sample for further processing. Cells were normalized to a total of 10,000 counts per cell and log-transformed; highly variable genes were identified using default parameters and the number of counts and percentage mitochondrial reads were regressed out. Finally, counts were scaled to unit variance with a zero mean with a maximum value of 10. A PCA was performed on the data. The pcacv workflow from the vsn-pipelines v.0.25.0 (10.5281/zenodo.3703108) was used to determine the number of principal components (58) to continue with further dimensionality reduction and clustering. Both UMAP and *t*-SNE dimensionality reductions were computed and clusters were determined using the Louvain algorithm at various resolutions (Supplementary Table 2). Final anndata (v.0.7.8) objects were converted to Loom files for visualization in SCope^14^.

### Multiplexing strategy

DGRP lines can be distinguished from one another by their unique SNPs. Their natural genetic variation from each other allowed us to determine the condition for each cell from the sequenced data^10^. This strategy has the added advantage of removing around 90% of droplets that enclose two cells instead of one from the dataset. This multiplexing strategy minimizes technical variation and batch effects, otherwise arising from separate complementary DNA library preparations.

### Integration of Smart-seq2 data of dFB neurons

To identify the cell cluster containing dFB neurons in our dataset, we made use of the publicly available transcriptome data of a FAC-sorted dFB subset genetically targeted with the R23E10-Gal4 driver. The raw data processed with a standard Smart-seq2 protocol was downloaded from the Gene Expression Omnibus (GEO) (accession no. GSE107451)^47^. Reads were cleaned using fastp v.0.20.0 and mapped to the BDGP6 *D. melanogaster* and quantified using STAR v.2.7.9a. A non-negative least squares regression model was used to match dFB Smart-seq2 cells to their corresponding cluster in our atlas (Extended Data Fig. 3); it was performed as described previously^48^, with the top ten marker genes (determined according to *z*-score) per cluster from resolution 0.8 being used as the gene subset.

### Clock cell subtype annotation with public dataset and scANVI

Raw data from Ma et al.^22^ were downloaded from GEO (accession no. GSE157504). Data were normalized to a total of 1 × 10^6^ reads per cell, log-normalized and the top 2,000 variable genes were identified using the ‘experiment’ annotation as a batch key. Annotations were obtained from the authors and a scANVI model^64^ was trained using these labels according to the scArches recommendations^65^. Briefly, an scVI model^66^ was first trained with ‘experiment’ as the batch key and raw counts as the input using the following parameters: use_layer_norm = ‘both’, use_batch_norm = ‘none’, encode_covariates = True, dropout_rate = 0.2, n_layers = 2, early_stopping = True, train_size = 0.8 and check_val_every_n_epoch = 1; a scANVI model was then initialized using the pretrained scVI weights, with the annotations as a label key and unlabeled categories set to ‘unknown’. Next, clock neurons were subset into their own adata object from the main dataset by selecting cluster 84 from a Louvain clustering with a resolution of 8.0. The trained scANVI model was then updated online; clock neurons and labels were predicted per cell. An integrated view of the two datasets was created by using the X_scANVI latent representation to calculate a neighborhood graph and subsequent UMAP.

### Downstream analyses

All analyses (differential expression analysis, sleep drive template matching and identification of cycling genes), except for the EBM classifier, were performed on all clusters with a high resolution of 8.0 of the Louvain clustering, except for those clusters annotated in a different resolution (Supplementary Table 2). Also, we excluded genes that displayed obvious expression differences between different runs for all analyses (Supplementary Table 6).

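Over all cells of a run, the variable gene with the largest range was *CG14645*, at 1165 CPM in run 3 and at 3.29 CPM or less in the other runs. *CG34324* was at 804 CPM, *CG34220* at 422 CPM and *CG3906* at 299 CPM in run 3 and at 2.76, 1.25 and 1.26 CPM or less elsewhere, and *CG1678* at 527 CPM in run 1 against 0.572 CPM or less. In cells thinned to 500 UMIs, 8.18% (adPNs) to 27.9% (EG) of run 3 cells in 6 cell types had a *CG14645* UMI, against at most 0.0126% in the other runs. No genes were left out of the counts here, apart from the alternative clustering without 131 variable genes.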

### Validation of circadian clock-related genes with SCENIC

Gene coexpression analysis was performed with single-cell regulatory network inference and clustering (SCENIC) using the scenic_multiruns workflow (pySCENIC v.0.11.2) from the vsn-pipelines in two steps (to decrease computational time). First, ten runs were performed with a list of all transcription factors; any transcription factors linked to a motif or track that were detected as a regulon by SCENIC were used to perform a second step of an additional 90 SCENIC runs only looking for these transcription factors. The area under the curve (AUC) value quantifies the presence of that motif in a cell type. We compared AUC values of the *Clk* regulon across all cell types.

### Identification of cycling genes

To identify cycling genes between ZT2, ZT8, ZT14 and ZT20, we used the JTK algorithm of the MetaCycle v.1.2.0 package (https://github.com/gangwug/MetaCycle)^66^. As MetaCycle takes a matrix of three replicates for each time point, we treated each cell in a cluster as a replicate and randomly assigned it to one of three pseudo-replicates for each ZT time point. The mean expression value for each combination of cluster and ZT time point replicate was calculated according to transcript. This matrix served as input for the JTK algorithm. The matrix was filtered to test only genes that had a maximum expression of 0.8 counts per million and an expression amplitude of at least 1.5-fold between time points, similar to a previous study^67^. We repeated the random allocation three times. Only clusters for which matrix generation was successful in all three technical replicates were considered for further analysis, leaving 183 of the 214 initial clusters. Matrix generation was successful in all annotated clusters. A gene was labeled as significantly cycling (Benjamini–Hochberg-corrected two-tailed *P* = 0.05) in a cluster only if it was detected as such in all three technical replicates. The threshold set to assign a cluster to the cyclers group (Fig. 8a) was 3.72, which is the mean of the square root of the number of cycling correlates for all 195 clusters.

### Differential expression analysis

The Wilcoxon rank-sum test was used to compare groups of cells for differential expression analysis; this was performed using the rank_genes_groups function from Scanpy, where n_genes is the number of genes in the dataset. Reference and test groups were set per differential expression analysis. Transcripts were considered DEGs if their Benjamini–Hochberg false discovery rate (FDR)-corrected *P* < 0.05. All cells except for KCs were divided into either cholinergic, GABAergic, glutamatergic or unknown based on their expression of *VAChT*, *Gad1* and *VGlut* above a value of 0.5, 0.4 and 0.5, respectively.

### Tree-based modeling of sleep and wakefulness states

We performed a binary classification task to learn to map the transcriptome of single cells to the behavioral labels ‘wakefulness’ or ‘sleep’. Specifically, we trained separate instances of the EBM, using identical training settings and hyperparameters, implemented in the interpret.glassbox.ebm.ExplainableBoostingClassifier class with default settings or as declared in scikit-learn v.1.0.2 and interpret v.0.2.7. Each instance was trained on a different cell subtype within a group of related cell types or ‘backgrounds’, specifically the glia or KC subtypes. Marker genes were excluded from the training to prevent classification based on cell identity as opposed to behavioral state. Marker genes were determined by performing differential expression analysis of either the glia or KC subtypes. This analysis resulted in excluding those genes with a log fold change greater than 3.5 (glia) and 2 (KCs) during training (Extended Data Fig. 6a,b). The trained models were then used to predict behavioral state on test datasets of each glial or KC subtype to compare classification performance on the same and different cell subtypes.

### Finding shared genes between DEA and EBM

The cutoff of the top features that resulted from the EBM classifier outlined above was decided by calculating the mean plus 2 s.d. across all features per subtype. Features falling above this threshold were regarded as significantly contributing to the classifier’s decision. The same thresholding was applied to the features used by the control classifier that predicted cell subtype identity. The resulting control features were then merged with the feature subsets generated in the first step. The remaining genes were then merged with all significant corrected *P* values of the DEGs from the differential expression analysis (see above) on either glia or KCs.

### Sleep drive template matching

Expression of all transcripts across different conditions were tested for a significant Pearson *r*^2^ correlation with a sleep drive template for each cluster separately. Sleep drive correlates below a Benjamini–Hochberg FDR-corrected *P* = 0.05 were considered significant. The template consisted of seven conditions ordered according to their respective amount of sleep or SD. A value between 0 and 1 was assigned to each condition according to that order with even intervals. Gene expression matrix generation across the seven conditions failed for 19 of the 214 clusters, although none of the annotated clusters. For the remaining 195 cell populations, for each transcript, we assessed whether there was a significant correlation between the sleep drive template and the expression value of each gene across the sleep and SD conditions (Fig. 5a). The threshold set to assign a cluster to the sleep drive correlate group (Fig. 8a) was 3.72, which is the mean of the square root of the number of sleep drive correlates for all 195 clusters.

### GO analysis

To identify the overarching GO terms of the resulting lists of significant correlates (cyclers, sleep/wakefulness or sleep drive correlates), we used the gprofiler2 R package v.0.2.1 with, as custom background, the detected genes of our sequencing data. Significant genes were ordered according to log fold change or Benjamini–Hochberg FDR-corrected *P* for sleep/wakefulness correlates, cyclers and sleep drive correlates, respectively. GO analysis was performed for each cluster separately for each of the three correlates. GO terms were subsequently grouped according to parent terms based on semantic similarity as calculated using the ‘Wang’ method^68^ in the mgoSim() function of the GOSemSim R package v.2.20.0 and the reduceSimMatrix() function in the rrvgo package v.1.6.0. Plotting was done with the go_reduce() and go_plot() functions of the rutils package v.0.99.2.

### Single-molecule FISH

Custom probes with hybridization chain reaction (HCR) technology were acquired from Molecular Instruments. The protocol was optimized based on the protocol for zebrafish larvae (from Molecular Instruments) and a whole-mount adult fly FISH protocol^68^. Briefly, brains were dissected in S2 medium, fixed in 2% paraformaldehyde (PFA) in PBS for 55 min, washed three times for 15 min in PBS with 0.5% Triton X-100, sequentially dehydrated and incubated overnight in 100% ethanol. After rehydration, brains were washed five times in PBS with 0.1% Triton X-100 for 15 min at room temperature. Subsequently, they were incubated in probe hybridization buffer at 37 °C on a rotator for 1.5 h and incubated in probe hybridization buffer and relevant probes overnight. Probes (*HR38* with HCR amplifier B2-488 and *eyeless* with HCR amplifier B3-647) were washed with probe wash buffer five times for 15 min and five times for 15 min in 5× SSC with 0.1% Triton X-100 at room temperature. Then, brains were incubated for 30 min at room temperature in amplification buffer and overnight in heat-shocked amplification probes diluted in the same buffer at room temperature on a rotator. After incubation, brains were washed five times for 15 min in 5× SSC with 0.1% Triton X-100 and finally incubated in VECTASHIELD at 4 °C overnight before mounting and imaging with a ZEISS Airyscan 880 confocal microscope. Images were analyzed with ImageJ v.1.53t.

### Whole-mount brain staining

After dissection in S2 medium, fly brains were fixed in 4% PFA for 30 min. Then, brains were washed in PBS with 0.5% Triton X-100 two times for 15 min. Subsequently, brains were incubated in SNAP-tag at a dilution of 1:1,000 in PBS with 0.3% Triton X-100 for 30 min and a further 30 min with the addition of the Halo-tag at the same dilution. Lastly, brains were washed in PBS with 0.5% Triton X-100 two times for 15 min and incubated in VECTASHIELD overnight at 4 °C. Brains were mounted in VECTASHIELD and imaged on a ZEISS Airyscan 880 confocal microscope.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-023-01549-4.

### Supplementary information

Supplementary Information Supplementary Fig. 1.

Reporting Summary

Supplementary Tables 1–7.

### Source data

Source Data Fig. 1 Meta-data of ethoscope recordings of flies used for 10x processing. Source Data Fig. 8 Meta-data of ethoscope recordings of flies used for the sleep rebound experiments. Source Data Extended Data Fig. 1 Meta-data of ethoscope recordings of flies used in the DGRP screen. Source Data Extended Data Fig. 7 Meta-data of ethoscope recordings of flies used for the FISH experiments.

Source Data Fig. 6 Maximum projection confocal images.

Source Data Extended Data Fig. 7 Maximum projection confocal images.

## Data Availability

The scRNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under accession no. GSE221239. Publicly available data used in this study are available under the following GEO accession nos.: Davie et al.^14^ (GSE107451); Ma et al.^22^ (GSE157504). Gene expression across all cell populations are visualized at https://scope.aertslab.org/#/Fly_Brain_Sleep/Fly_Brain_Sleep%2FFly_Sleep.loom/gene. Transcript expression plots for all correlates and clusters are available at https://joana-dopp.shinyapps.io/Fly_Sleep_Single_Cell_v1/. Source data are provided with this paper.

# Supplementary material for: Single-cell transcriptomics reveals that glial cells integrate homeostatic and circadian processes to drive sleep–wake cycles
**Source:** Nat Neurosci. 2024 Jan 23;27(2):359–72. doi: 10.1038/s41593-023-01549-4
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | To collect sleep behaviour data, ethoscopes were used (Geissmann et al., 2017). To sequence cDNA libraries, 10x Genomics Chromium Single Cell 3' Kit (v3.1) NextGEM chemistry was used. To capture confocal images a Zeiss Airyscan 880 confocal microscope was used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Data analysis   | <p>python=3.7.3 anndata=0.7.8 numpy=1.19.5 pandas=1.3.4 scanpy=1.4.4 seaborn=0.11.2 fastp=0.20.0 STAR=2.7.9a scikit-learn=1.0.2 interpret=0.2.7 pySCENIC=0.11.2 (<a href="https://github.com/aertslab/pySCENIC">https://github.com/aertslab/pySCENIC</a>) vsn-pipelines=0.25.0 (<a href="https://github.com/vib-singlecell-nf/vsn-pipelines">https://github.com/vib-singlecell-nf/vsn-pipelines</a>)<br/>r-base=3.6.3 CellRanger=3.1.0 ggplot2=3.3.6 MetaCycle=1.2.0 shiny=1.7.3 tidyverse=1.3.2 gprofiler2=0.2.1 GOSemSim=1.20.0 rrvgo=1.6.0 rutils=0.99.2</p> <p>ethoscope analysis: <a href="https://github.com/rethomics">https://github.com/rethomics</a><br/>Analysis pipelines of sleep drive template matching and EBM classifier can be found at <a href="https://github.com/shaliulab/Single_Cell_Sleep">https://github.com/shaliulab/Single_Cell_Sleep</a></p> <p>ImageJ=1.53t <a href="http://imagej.nih.gov/ij">http://imagej.nih.gov/ij</a></p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq data has been deposited in GEO under accession code GSE221239. Publicly available data utilized in this study are available under the following GEO accession codes: Davie et al. (2018): GSE107451; Ma, Przybylski et al. (2021): GSE157504. Gene expression across all cell populations are visualized at [https://scope.aertslab.org/#/Fly\\_Brain\\_Sleep/Fly\\_Brain\\_Sleep%2FFly\\_Sleep.loom](https://scope.aertslab.org/#/Fly_Brain_Sleep/Fly_Brain_Sleep%2FFly_Sleep.loom). Transcript expression plots for all correlates and clusters are available at [https://joana-dopp.shinyapps.io/Fly\\_Sleep\\_Single\\_Cell/](https://joana-dopp.shinyapps.io/Fly_Sleep_Single_Cell/). Both links can be found at <https://www.flysleeplab.com/scsleepbrain>.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

not applicable

Population characteristics

not applicable

Recruitment

not applicable

Ethics oversight

not applicable

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

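The table of runs lists 12 conditions at 4 ZT times, and the source data of Fig. 1 hold recordings of 282 flies. For 11 of these conditions flies were recorded there, and for the ZT2 wakefulness condition of run 4 no recordings are given.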

In 7 runs, a total of 282 flies were collected across 11 different behavioural conditions and four circadian times, outlined in Supplementary Table 1. 

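After quality filters and removal of doublets, the runs kept between 9340 cells (run 7) and 30156 cells (run 2), from 35 (run 4) to 44 (run 6) flies with a listed number.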

With around 40 brains per run, we aimed to acquire 10K cells per experimental run (see Supplementary Table 7), since previous work (Davie et al., 2018) showed that with this number the main cell types would be represented.

Data exclusions

10x data were filtered according to the Data Processing steps outlined in the text, including doublet removal, removal of cells expressing less than 200 genes or 20-30% UMIs assigned to mitochondrial genes.

Replication

10x experiments were repeated 7 times with variations in combination of genotype and condition. Validation of main findings was performed by FISH (at least 4 brains per condition, 5-7 days old male flies with consistent results) and sleep rebound behaviour (at least 4 independent experiments per genotype, 4-7 days old mated females).

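The sleep gain of each fly after 12 h of sleep deprivation, given in the source data of Fig. 8, is the sleep of the 4 h after deprivation minus that of the same fly in the same hours before it. It was 38.1 min ± 40.2 (SD, n = 58 flies) in *repo-Gal4>iso31* controls, 7.04 min ± 33.9 (n = 47) with the *tim* knockout in glia, 8.17 min ± 40.5 (n = 30) with *vri*, 21.4 min ± 44.3 (n = 35) with *cry* and 22.3 min ± 44.6 (n = 48) with dominant negative *Cyc*. The Cas9 control gained 35.6 min, and the sgRNA controls of *tim*, *vri* and *cry* 32.3, 43.5 and 23.7 min. Genotypes were compared by a two-sided permutation test of the rank sum with 100000 resamples. The scale of the Bonferroni correction changes the calls. Over all 10 comparisons, the p was 0.000400 for *tim* against *repo-Gal4>iso31*, 0.0421 against Cas9 and 0.0963 against its sgRNA control, 0.00280, 0.0673 and 0.00550 for *vri*, 0.873, 1 and 1 for *cry* and 0.189 for *Cyc*. Over the comparisons of a genotype alone, a scale chosen after it was seen to match most of the p in Fig. 8, it was 0.000120, 0.0126 and 0.0289 for *tim*, 0.000840, 0.0202 and 0.00165 for *vri*, 0.262, 0.788 and 1 for *cry* and 0.0189 for *Cyc*. Flies were tested in batches that few genotypes share. Within shared batches, the *tim* knockout gained 10.9 min more than *repo-Gal4>iso31* (14 and 6 flies) and 41.7 min less than Cas9 (mean difference -41.7, 11 and 9 flies), and neither passed the threshold over all 10 comparisons. Over the comparisons of a genotype alone, the permutation p within shared batches was 0.0283 for *tim* against Cas9 and 0.0451 for *vri* against Cas9 (mean difference -35.8, 9 and 9 flies). It was 1 for *tim* against *repo-Gal4>iso31*, 0.715 for *vri* against its sgRNA control (mean difference -72.0, 17 and 4 flies) and 0.932 for *Cyc* (1.10 min more, 6 and 5 flies). For *cry* against Cas9 the permutation p within shared batches was 0.113 on this scale (mean difference -28.5, 7 and 11 flies). Over all flies that mean difference was -14.2. For *vri* and *cry* against *repo-Gal4>iso31*, 1 control fly shared a batch, too few for a test. Without batch 17, the p of *vri* against *repo-Gal4>iso31* rose from 0.00280 to 0.125.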

Randomization

For each of seven technical replicates, genotype and conditions were randomly shuffled.

Blinding

Investigators were not blind to group assignment. Each group of flies was sampled at different points of behavioural state and circadian time point. The investigator needed to know the group assignment to select the animals to be sampled.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | DGRP (88, 287, 303, 313, 359, 379, 441, 646, 892 and 908), repo-Gal4>iso31 (n=58), repo-Gal4>UAS-Cas9.P2 (n=30), repo-Gal4>UAS-sgRNA-vri (n=41), repo-Gal4>UAS-sgRNA-tim (n=26), repo-Gal4>UAS-sgRNA-cry (n=41), repo-Gal4>UAS-sgRNA-vri; UAS-Cas9.P2 (n=30), repo-Gal4>UAS-sgRNA-tim;UAS-Cas9.P2 (n=47), repo-Gal4>UAS-sgRNA-cry;UAS-Cas9.P2 (n=35), repo-Gal4>UAS-Cyc-delta (n=48). All flies were 4-9 days old |
| Wild animals            | NO wild animals involved in this study                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on sex        | single-cell RNA sequencing was performed on male flies only to avoid sex-based batch effects. Validation experiments were performed on both male and mated female.                                                                                                                                                                                                                                                |
| Field-collected samples | NO field-collected samples involved in this study                                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | Ethical approval is not required for Drosophila research in the EU.                                                                                                                                                                                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

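Single-cell RNA-seq counts of 7 runs were analysed, each of pooled central brains of male flies from several DGRP lines at 1 or 2 of 4 ZT times. As deposited, the counts are unnormalized UMI counts per gene and cell barcode that the authors made with Cell Ranger 3.1.0 on the genome BDGP6, for the barcodes that Cell Ranger called as cells. The files list 16764 genes by symbol, and runs 5 to 7 also list 4 antibody features with 0 UMIs, which were left out. The authors' table gives the DGRP lines, behavioral condition and ZT time of each run. Numbers of flies and years come from the recordings in the source data of Fig. 1. Their dates were matched to runs by line and condition. No table joins barcodes to lines. The assignment of cells to lines from sequenced reads was not repeated, and no cell was given a line, ZT time or sleep state. The removal of ZT2 wakefulness cells, the exclusion of genes that differ between runs and the thresholds per run in the paper's Supplementary Table 7 were not applied for the same reason or because those tables were not used here. The sleep drive template, JTK cycles, differential expression between sleep and wakefulness and the regulon analysis need cells joined to conditions and were not analysed here.

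Depth differed between runs, from 49949595 to 311443505 UMIs in total and from 3661 to 6902 UMIs in the median barcode. Barcodes were kept with at least 200 genes and at most 30% UMIs of mitochondrial genes. Doublets were called in each run by the scrublet of scanpy 1.11.5 with an expected doublet rate of 0.8% for each 1000 barcodes. Its automatic threshold found 2 and 0 doublets in runs 6 and 7, so that the lowest threshold that had worked in another run, 0.391 in run 5, was applied there, a choice made after those counts had been seen. Counts were scaled to 10000 per cell and log-transformed, the total count and mitochondrial share were regressed out, and 58 principal components of the variable genes with 15 neighbours were used for Louvain clustering at resolution 8 (igraph 0.11.9, scikit-learn 1.9.0). No batch integration was used.

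Clusters were named by lists of marker genes for glial subtypes, KCs, monoaminergic, clock, EB ring and antennal lobe projection neurons, hemocytes, photoreceptors and fat body. A name needed at least 3 markers that were at least 2 times as high in the cluster as in all other cells and present in at least 10% of its cells. The lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined, whereas the limits that separate neurons, glia and mixtures of both, the rule that leaves out clusters with muscle genes and the symbols matched to the lists were set after the cluster profiles had been seen. No cluster was named subperineurial glia or fat body. Because *Clk*, *vri* and *Pdp1* are among the markers of clock neurons, they are reported as results in the other cell types alone.

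UMIs were summed per run and cell type (python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). Levels of genes in 2 cell types of the same run were compared as log2 CPM with a pseudocount of 1 CPM by an exact two-sided sign-flip permutation test over 7 runs, for types with at least 5 cells in each run, with Benjamini-Hochberg adjustment. For shares of cells with a UMI and for genes per cell, expected values after thinning each cell to 500 UMIs were used. ZT20 (run 5) was compared with ZT8 (runs 6 and 7) by the quasi-likelihood test of edgeR 4.0.16 with limma 3.58.1 under R 4.3.3, with TMM factors, filterByExpr and the set of ZT times of each run as groups, which leaves 2 residual degrees of freedom. DESeq2 1.42.0 was the other tool. The contrast rests on 1 run against 2 runs made in the same year, so that ZT20 and run 5 cannot be told apart, and the spread of run 5 is assumed to be that of the runs with a partner. Run 5 shared no behavioral condition with runs 6 and 7, so that ZT and condition cannot be told apart either. Levels at the 4 ZT times were estimated by least squares of CPM on the share of flies at each time, without a test. For a line of run 4 without flies in the source data of Fig. 1, the mean of the other lines of the run was used in these shares and in the share of wake flies. In each test over all genes, the 10 genes with the largest log2 difference past an adjusted p of 0.05 were listed. They needed the same direction against each run of the other group. The text names those of EG, ALG and clock neurons with all cells and those of ALG, α′/β′-KCs and other neurons with equal cells. Of the other lists, single genes at most are named. The core clock genes and the genes that the paper names were also examined. Sleep gains of single flies from the source data of Fig. 8 were compared by permutation tests of the rank sum with 100000 resamples. Intervals are at the 95% level, exact Poisson, and cover counting error only. Genome positions come from an Ensembl annotation of BDGP6, the genome that the paper names, although the release may differ from the authors'.

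The comparison of ZT20 with ZT8 was tested on simulated data with 200 changed genes. With the depth of other neurons, 74.5% of the changed genes were found, and 9 of 158 calls were false. With the depth of ALG, 32.2% were found and 3 of 67 calls were false. Alternatives that change which cells are kept used the same clusters, to which doublets were assigned by their neighbours. Alternatives were a mitochondrial limit of 20%, at least 500 genes per cell, doublets kept, clustering resolutions of 4 and 16, pseudocounts of 0.1 and 10 CPM, thinning to 1000 UMIs or none, DESeq2, no filter on low counts, the share of night flies with the year as a batch term, a fit to the runs with a single ZT time, each line weighted equally, and each run or batch of flies left out. Figures were drawn with matplotlib 3.10.9.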

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

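A run far from the others was looked for in 72 groups of 7 runs, of which chance gives about 1 in 20, and 3 were found. Differences between cell types in the change from ZT8 to ZT20 were tested in 39 comparisons, of which 11 passed the threshold. The tests between cell types and the tests of explanations were chosen only after the results had been seen, apart from both tests of whether too few UMIs were counted, which had been planned for runs far from the others. Their comparison with the intervals of the other runs was added after.

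Several clock genes of EG changed from ZT8 to ZT20 unlike those of clock neurons, ALG and other neurons in the same runs, while no difference to PG passed the threshold. The models held a single ZT20 run and left 2 residual degrees of freedom. Their p therefore rest on a spread shared over genes and do not measure how ZT20 runs vary. The log2 change in EG minus that in clock neurons was -3.20 for *cwo* (adjusted p = 0.000421 in edgeR), -2.86 for *per* (adjusted p = 0.00890) and -1.96 for *tim* (adjusted p = 0.00129). Minus that in ALG it was -2.30 for *cwo* (adjusted p = 0.0132), -2.84 for *per* (adjusted p = 0.0229) and -1.91 for *tim* (adjusted p = 1.20e-06). Minus that in other neurons it was -2.92 for *cwo* (adjusted p = 9.48e-17), -2.24 for *per* (adjusted p = 9.72e-05), -1.37 for *tim* (adjusted p = 0.00488), -1.23 for *Pdp1* (adjusted p = 3.56e-06) and -1.88 for *vri* (adjusted p = 0.0134). *vri* also fell in PG (log2 -3.59) and in other neurons (log2 -2.72). Between EG and PG the lowest adjusted p was that of *cwo* (0.0595). For *per*, *tim* and *cwo* against clock neurons, a difference between runs that all cells share is argued against by the other neurons of the same runs. There, the log2 change from ZT8 to ZT20 was -0.07 for *per*, 0.16 for *tim* and -0.088 for *cwo*. Another mix of EG clusters is argued against as well, since all 3 genes fell against both ZT8 runs in each of the 2 EG clusters with at least 20 cells in each run. A few cells with many UMIs are argued against by the share of EG cells with a UMI at equal depth, which was at least 2.21 times higher in the ZT8 runs for each gene. Other DGRP lines in the ZT20 run cannot be told apart from the time, since 2 lines were present in run 5 or in the ZT8 runs but not in both, line 88 with 7 of 42 flies in run 5 and line 646 with 9 of 44 and 7 of 41 flies in runs 6 and 7. Line 646 was also in runs 2 and 3. There, *per* in EG was at 15.3 and 16.4 normalized CPM, near the 15.9 of run 5. In run 4, which held 2 flies of line 646 at ZT14, *per* in EG was at 36.2 normalized CPM. Run 1 held no flies of line 646 and 50% ZT8 flies, and *per* in EG was at 39.0 normalized CPM. An effect of these lines stays open, since the cells of each line were not counted. Run 5 is the single ZT20 run, and a change of EG in that run for another reason also stays open. Run 5 also shared no behavioral condition with runs 6 and 7, where flies were awake, deprived of sleep from ZT12 to ZT8 or in gaboxadol-induced sleep. The time of day and these conditions are the biological explanations that the design names. They cannot be told apart, and each may account for the pattern as a hypothesis.

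*Clk* in PG of run 4 was far below the other runs, with a log2 difference to other neurons of 2.06 against 3.63 to 4.21. It was at 5.38 CPM from 17 UMIs. The upper end of its counting interval, 8.62 CPM, lies below the 12.7 CPM of the lowest other run (run 6). This was the planned comparison. The upper end also lies below the intervals of runs 1, 2, 3 and 5 (lower ends 11.9, 16.7, 13.9 and 8.76 CPM). For those runs, too few UMIs are argued against. The upper end lies within the intervals of runs 6 and 7 (lower ends 2.61 and 7.32 CPM, from 3 and 6 UMIs). Against these 2 runs, a level like theirs and too few UMIs cannot be told apart. Run 4 also had the lowest *Clk* in ALG (3.84 CPM) and EG (12.5 CPM, next to 12.7 CPM in run 6). Run 4 is the single run with ZT14 flies, and 0 other runs share its set of ZT times, so that the time of day and other traits of the run cannot be told apart. The time of day is a candidate explanation.

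*cwo* in ALG of run 7 was above the other runs, with a log2 difference to other neurons of 1.11 against -0.63 to -0.07. It was at 108 CPM from 14 UMIs. The lower end of its counting interval, 59.1 CPM, lies above the 53.9 CPM of the highest other run, but within the intervals of run 6 (30.7 to 87.2 CPM), run 2 (45.2 to 63.8 CPM) and run 4 (45.4 to 61.9 CPM). Run 7 was also picked as the extreme of 7 runs, so that too few UMIs and a higher level cannot be told apart. Run 6 held flies of the same ZT time and had 53.7 CPM. No biological explanation was tested.

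Photoreceptor-like cells were most frequent in run 1, at 0.0660% of cells against 0 to 0.0265% in the other runs, from 14 of the 31 such cells. More retina or ocelli tissue left on the brains of run 1 would raise free RNA of photoreceptor genes in the other cells of that run. Among KCs thinned to equal depth, 1 of 6 photoreceptor genes was most frequent in run 1, *Rh2*, with a UMI in 0.640% of KCs. *Arr2* was at 0.436% in run 1, near the 0.461% and 0.474% of runs 2 and 3, *ninaE* was highest in run 2 (0.492%) and *norpA* in run 4 (16.0%). *trp* and *inaD* were under 0.05% in all runs. With genes that differ this way between runs, this explanation and a chance difference in 31 cells cannot be told apart. The design names no biological explanation, and none was tested.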

How the results depend on the processing

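The resolution of 0.1 for EB ring neurons, the clustering without genes that differ between runs, the 20 further draws, the Bonferroni correction over the comparisons of 1 genotype, the rank-sum test by normal approximation and the tests of differences between cell types were chosen only after the results had been seen. The other alternatives were set before. Where a result changed and no reason is given, the cause was not tested.

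Levels of clock genes in a cell type against other neurons were compared in 37 cases under 518 alternatives, of which 346 kept the direction and the side of the threshold. Log2 differences that changed are given in parentheses. Pseudocounts of 0.1 and 10 CPM changed none. At a mitochondrial limit of 20%, Pdp1 in glia against other neurons (0.016), per in PG against other neurons (-0.37) and cwo in ALG against other neurons (0.12) reversed without passing the threshold, per in ALG against other neurons (0.44) passed it and Clk in ALG against other neurons (2.50) no longer did. With at least 500 genes per cell, per in ALG against other neurons (-0.38) reversed, and cyc in glia against other neurons (0.17) and cyc in EG against other neurons (0.36) passed. With doublets kept, cyc in EG against other neurons (0.29) passed. At resolution 4, cyc in EG against other neurons (0.24) passed and per in PG against other neurons (-0.38), Pdp1 in EG against other neurons (-0.13) and cwo in EG against other neurons (-0.011) reversed. At resolution 16, cyc in EG against other neurons (0.29) passed, and Pdp1 in EG against other neurons (-0.084) and cwo in EG against other neurons (-0.0073) reversed.

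With 1 run left out, the 21 comparisons past the threshold kept their direction in all 147 fits but no longer passed, because 6 runs allow no smaller p. The ranges of their log2 differences were as follows in glia: tim in glia against other neurons (4.66 to 5.03), cry in glia against other neurons (3.47 to 3.73), Clk in glia against other neurons (3.61 to 3.91) and vri in glia against other neurons (3.62 to 4.11). In PG they were tim in PG against other neurons (4.85 to 5.24), cry in PG against other neurons (3.64 to 3.91), Clk in PG against other neurons (3.54 to 3.90) and vri in PG against other neurons (3.63 to 3.97). In ALG they were tim in ALG against other neurons (4.43 to 4.81), cry in ALG against other neurons (3.41 to 3.63), Clk in ALG against other neurons (2.72 to 3.18) and vri in ALG against other neurons (2.38 to 2.63). For EG the ranges are tim in EG against other neurons (4.87 to 5.32), cry in EG against other neurons (3.41 to 3.72), Clk in EG against other neurons (4.09 to 4.44) and vri in EG against other neurons (3.95 to 4.58). Clock neurons gave per in clock against other neurons (2.38 to 2.55), tim in clock against other neurons (5.71 to 6.07), cry in clock against other neurons (5.35 to 5.57), cyc in clock against other neurons (0.33 to 0.43) and cwo in clock against other neurons (2.04 to 2.10). Of the comparisons not past the threshold, those that crossed 0 were cwo in glia against other neurons (-0.0599 to 0.26), per in PG against other neurons (-0.022 to 0.32), cyc in ALG against other neurons (-0.0696 to 0.17), Pdp1 in ALG against other neurons (-0.048 to 0.12), Pdp1 in EG against other neurons (-0.014 to 0.21) and cwo in EG against other neurons (-0.044 to 0.50).

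For vri, CG31324 and E23, 148 of 168 alternatives kept direction and side. CG31324 in glia against other neurons among the regulators (0.076) reversed and CG31324 in ALG against other neurons among the regulators (-0.54) no longer passed at a mitochondrial limit of 20%, and CG31324 in EG against other neurons among the regulators (-0.0048) reversed at resolution 4. Leaving out 1 run gave CG31324 in glia against other neurons among the regulators (-0.29 to 0.10), CG31324 in PG against other neurons among the regulators (-0.57 to -0.40), CG31324 in ALG against other neurons among the regulators (-0.85 to -0.54) and CG31324 in EG against other neurons among the regulators (-0.024 to 0.55). Of these, CG31324 in PG passed the threshold without run 7 alone and CG31324 in ALG without run 6 alone, with fewer runs limiting the p.

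Glia had fewer genes per cell than neurons under all alternatives, and of 56 for glia and their subtypes 55 kept the side of the threshold. The exception was genes per cell in PG minus neurons without thinning (-277), where depth differs between the types. Of 15 relations to the share of wake flies, 3 reversed without the 2 runs farthest from the median, CG9360 in glia against the share of wake flies (-0.15), Ugt86Dd in glia against the share of wake flies (-0.18) and RpL41 in glia against the share of wake flies (0.15).

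Of 31 alternatives for the numbers of cells and clusters, 30 stayed within the limits, and clusters kept rose to 410 at resolution 16 from 269. The number of clusters with over 50% of their cells from 1 run was 16, against 2 without variable genes that differ between runs, 9 at resolution 4 and 36 at resolution 16. For EB ring neurons at a resolution of 0.1, highest pooled 5-HT7 of a ring subcluster (629), highest pooled 5-HT2B of a ring subcluster (128.1) and highest pooled 5-HT1A of a ring subcluster (232) rose, in CPM. A pseudocount of 10 CPM gave no value there, since no test was made at the first resolution. Both other resolutions for clock neurons gave a number of subclusters within 1.5 times the first.

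Counts of genes changed at ZT20 against ZT8 moved by more than 1.5 times under 78 of 104 alternatives. The counts with the night share and a batch term are genes that changed with that share, not between ZT20 and ZT8. With equal cells, genes changed at ZT20 against ZT8 in EG, equal cells numbered 62, against 189 without a filter, 0 with the night share and a batch term and 26 as the median of 20 draws, and ran from 41 (without run 6) to 286 (without run 7). Genes changed at ZT20 against ZT8 in ALG, equal cells numbered 3, against 25 without a filter, 15 in the fit to runs with a single ZT time and 0 with the night share and a batch term, and ran from 12 (without run 6) to 28 (without run 7). For other neurons, genes changed at ZT20 against ZT8 in other neurons, equal cells numbered 6, against 60 without a filter, 26 in the fit to runs with a single ZT time, 1 with the night share and a batch term and 2.5 as the median of 20 draws, and ran from 17 (without run 6) to 28 (without run 7). For KCs, genes changed at ZT20 against ZT8 in ab-KC, equal cells numbered 0 in edgeR, against 1 in DESeq2, 13 without a filter, 3 in the fit to runs with a single ZT time, 1 with the night share and a batch term, 2 with all cells and 1 as the median of 20 draws, and ran from 7 (without run 7) to 29 (without run 6). The count of genes changed at ZT20 against ZT8 in abp-KC, equal cells was 2, against 0 without a filter, 7 in the fit to runs with a single ZT time and 0 with the night share and a batch term, and ran from 14 (without run 7) to 29 (without run 6). The genes changed at ZT20 against ZT8 in g-KC, equal cells numbered 0 in edgeR, against 1 in DESeq2, 26 without a filter and 1 with all cells. In dopaminergic neurons, genes changed at ZT20 against ZT8 in PAM DAN, equal cells numbered 0 in edgeR, against 5 without a filter, 4 in the fit to runs with a single ZT time and 1 with the night share and a batch term, and ran from 5 (without run 7) to 11 (without run 6).

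With all cells, genes changed at ZT20 against ZT8 in EG, all cells numbered 46, against 142 without a filter, 1.1e2 (64 higher and 42 lower) in the fit to runs with a single ZT time and 0 with the night share and a batch term, and ran from 82 (without run 6) to 277 (without run 7). In ALG, genes changed at ZT20 against ZT8 in ALG, all cells numbered 2, against 16 without a filter, 49 in the fit to runs with a single ZT time and 0 with the night share and a batch term, and were 17 without run 6 and without run 7. In clock neurons, genes changed at ZT20 against ZT8 in clock, all cells numbered 8, against 50 in the fit to runs with a single ZT time and 3 with the night share and a batch term, and ran from 20 (without run 7) to 42 (without run 6). In PG, genes changed at ZT20 against ZT8 in PG, all cells numbered 0 in edgeR, against 14 in DESeq2, 83 without a filter, 53 in the fit to runs with a single ZT time and 2 with the night share and a batch term, and ran from 18 (without run 7) to 24 (without run 6). In other neurons, genes changed at ZT20 against ZT8 in other neurons, all cells numbered 8, against 30 in DESeq2, 96 in the fit to runs with a single ZT time and 0 with the night share and a batch term, and ran from 13 (without run 6) to 19 (without run 7). In KCs, genes changed at ZT20 against ZT8 in g-KC, all cells numbered 1, against 2 in DESeq2, 40 without a filter, 4 in the fit to runs with a single ZT time and 0 with the night share and a batch term, and ran from 56 (without run 7) to 69 (without run 6). Likewise, genes changed at ZT20 against ZT8 in ab-KC, all cells numbered 2, against 1 in DESeq2, 29 without a filter, 22 in the fit to runs with a single ZT time and 0 with the night share and a batch term, and were 5 without run 6 and without run 7. In adPNs, genes changed at ZT20 against ZT8 in adPN, all cells numbered 0 in edgeR, against 27 without a filter and 1 in the fit to runs with a single ZT time, and ran from 25 (without run 7) to 78 (without run 6). The single ZT20 run cannot be left out. A fit without run 6 or 7 compares 1 run with 1 run, assumed to vary like the runs with a partner.

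Of 167 alternatives for 29 clock gene results at ZT20 against ZT8, 145 kept direction and side, and 88 of 104 did so for the named genes, while 16 lost the threshold. The fit of the night share tested that share over 7 runs, not ZT20 against ZT8. In that fit, the values set beside per in EG at ZT20 against ZT8 (-2.18), tim in EG at ZT20 against ZT8 (-1.24), vri in EG at ZT20 against ZT8 (-4.24), Pdp1 in EG at ZT20 against ZT8 (-1.19) and cwo in EG at ZT20 against ZT8 (-3.01) kept their direction but not the threshold. Those set beside per in PG at ZT20 against ZT8 (0.44) and Clk in PG at ZT20 against ZT8 (-0.38) reversed. cyc in EG at ZT20 against ZT8 (0.0047) reversed in DESeq2. The following passed the threshold in addition: vri in PG at ZT20 against ZT8 (-3.63) in DESeq2, vri in PG at ZT20 against ZT8 (-3.58), Pdp1 in PG at ZT20 against ZT8 (-0.84) and Clk in EG at ZT20 against ZT8 (1.61) without a filter and vri in PG at ZT20 against ZT8 (-3.57) and Clk in EG at ZT20 against ZT8 (1.64) in the fit to runs with a single ZT time. Without run 6 or run 7 the values were cwo in clock at ZT20 against ZT8 (-0.015 to 0.40), per in PG at ZT20 against ZT8 (-0.82 to 0.22), Clk in PG at ZT20 against ZT8 (-0.088 to 0.54), vri in PG at ZT20 against ZT8 (-3.67 to -3.49), Clk in EG at ZT20 against ZT8 (1.28 to 1.95), cyc in EG at ZT20 against ZT8 (-0.20 to 0.38) and cyc in ALG at ZT20 against ZT8 (-0.10 to 1.30). vri in PG passed without either run and Clk in EG without run 7, while the others stayed below the threshold. The night share gave no value for 1 and the fit to runs with a single ZT time for 6 of the 29, because the gene was filtered out.

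Of 224 alternatives for 32 levels estimated from run composition, 201 stayed within 1 SE and 3 changed sign. Without 1 run, in CPM, the estimates for clock neurons ran over per in clock at ZT2 from run composition (41.2 to 119.8), per in clock at ZT8 from run composition (63.8 to 99.7), per in clock at ZT20 from run composition (71.2 to 136), tim in clock at ZT2 from run composition (103 to 308), tim in clock at ZT8 from run composition (296 to 362) and tim in clock at ZT20 from run composition (386 to 591). PG gave per in PG at ZT2 from run composition (-5.61 to 8.34), per in PG at ZT8 from run composition (16.2 to 27.8), per in PG at ZT20 from run composition (14.6 to 28.6), tim in PG at ZT8 from run composition (258 to 326) and tim in PG at ZT20 from run composition (194 to 243). EG and ALG gave per in EG at ZT8 from run composition (67.5 to 99.2), tim in EG at ZT2 from run composition (-52.2 to 108), tim in EG at ZT8 from run composition (359 to 431), tim in EG at ZT20 from run composition (149.6 to 309.6), per in ALG at ZT2 from run composition (-0.483 to 7.62), per in ALG at ZT20 from run composition (21.9 to 28.8) and tim in ALG at ZT8 from run composition (123 to 225). Negative levels arise from the least squares fit. Run 4 is the single run with ZT14 flies and cannot be left out. Shares of cells per line were not used here, and each line was weighted equally instead.

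For sleep gains, 135 of 162 alternatives kept direction and side. Mean differences in min are given in parentheses. Within shared batches, with few flies, sleep gain of tim knockout against repo (10.9), sleep gain of vri knockout against repo (7.57), sleep gain of cry knockout against repo (28.5) and sleep gain of Cyc-delta against repo (1.10) reversed without passing the threshold, of which those of vri and cry rest on 1 control fly and show nothing, and sleep gain of tim knockout against Cas9 (-41.7) and sleep gain of vri knockout against sgRNA-vri (-72.0) no longer passed with the correction over all 10 comparisons. Sleep gain of tim knockout against sgRNA-tim (-25.3) passed with the difference in means. The rank-sum test by normal approximation changed none. Over the comparisons of 1 genotype, sleep gain of tim knockout against sgRNA-tim (-25.3), sleep gain of vri knockout against Cas9 (-27.4) and sleep gain of Cyc-delta against repo (-15.8) passed as well. Leaving out 1 batch gave sleep gain of tim knockout against Cas9 (-31.7 to -20.1), sleep gain of tim knockout against sgRNA-tim (-33.9 to -11.4), sleep gain of vri knockout against repo (-42.7 to -24.2), sleep gain of vri knockout against Cas9 (-40.2 to -19.0), sleep gain of vri knockout against sgRNA-vri (-48.1 to -29.4), sleep gain of cry knockout against sgRNA-cry (-6.90 to 1.92) and sleep gain of Cyc-delta against repo (-23.0 to -10.5). Without any 1 of 7 batches, tim against Cas9 no longer passed. The same applied to vri against repo without batch 17 and to vri against its sgRNA control without batch 17 or 21. The threshold was passed by tim against its sgRNA control without batch 6 or 7, by vri against Cas9 without batch 1 or 15 and by Cyc without batch 18. For tim and cry, no batch was shared with the sgRNA control, and no value within batches was given.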

Differences from the paper's values

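The comparisons of values were planned, except that the Bonferroni correction over the comparisons of 1 genotype, used for the first pair below, was chosen only after it was seen that most p in Fig. 8 are on that scale, and that the rank-sum test by normal approximation was added after the difference had been seen. The paper's values there are printed in or read from the figure.

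For the sleep gain of the *tim* knockout against *repo-Gal4>iso31*, the paper's p is about 0.00033 in Fig. 8c, read by eye, and the p here is 0.000120 on the same scale, from a permutation test of the rank sum (0.000400 over all 10 comparisons). With the rank-sum test by normal approximation it was 0.000327, which does not differ from the paper's value. With the difference in means, an alternative set before the data were examined, it was 0.000180, which also differs. Within shared batches it was 1, from 14 and 6 of the 47 and 58 flies, which are not the groups of the paper's test. For the *vri* knockout against *repo-Gal4>iso31*, the paper's p is about 0.0014 in Fig. 8c, read by eye, and the permutation p here is 0.000840 (0.00280 over all 10 comparisons). With the rank-sum test by normal approximation (p = 0.000467 before correction) it matched the paper's value to 2 digits. With the difference in means it was 0.00351, which also differs. The value of 1 within shared batches rests on 8 flies and 1 control fly, too few to be set against the paper's. The paper's methods state a rank-sum test without saying how its p was computed. The p of *tim* against Cas9 (0.0126) and its sgRNA control (0.0289), of *vri* against Cas9 (0.0202) and its sgRNA control (0.00165), of *cry* against *repo-Gal4>iso31* (0.262) and Cas9 (0.788) and of *Cyc* (0.0189) were within 1.5 times those of the figure.

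The paper states that disrupted *tim*, *vri* and *Cyc* in glia each reduced rebound sleep against controls. Over the comparisons of 1 genotype, a scale chosen after seeing the values, all 7 of these comparisons passed the threshold here. With the correction over all 10 comparisons, *Cyc* (permutation p = 0.189, mean difference -15.8 min), *tim* against its sgRNA control (p = 0.0963, mean difference -25.3 min) and *vri* against Cas9 (p = 0.0673, mean difference -27.4 min) did not, while the other 4 did.

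The paper states that *per* and *tim* were higher in the early night than in the early day in clock neurons and that the opposite applied to *cry*. Comparing ZT20 with ZT8, which are other times than those of the paper's statement, *per* and *tim* were higher at ZT20 in clock neurons (log2 0.55 and 0.74), and so was *cry* (log2 0.77, adjusted p = 0.665), with no gene of the 3 past the threshold. The paper's values are means over cells and these are over runs.

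The paper states that no cell type other than clock neurons and glia has *Clk*. Here, *Clk* was at 59.6 CPM in 31 photoreceptor-like cells (15 UMIs) and at 8.94 CPM in 107 hemocytes (8 UMIs), with *tim* at 131 and 82.7 CPM, whereas 120034 other neurons had *Clk* at 0.496 CPM.

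The paper names γ-KCs, α/β-KCs and PG among the cell types with many circadian genes. With equal numbers of cells, 0 genes differed between ZT20 and ZT8 in γ-KCs and α/β-KCs in edgeR (280 and 289 with an unadjusted p under 0.05), while DESeq2 called 1 and 1 and the fit without a filter 26 and 13. Without run 6 there were 0 and 29. With all cells, 1 and 2 genes differed in γ-KCs and α/β-KCs, against 40 and 29 without a filter, 69 and 5 without run 6 and 56 and 5 without run 7. In edgeR with all cells, 0 of 5335 genes differed between ZT20 and ZT8 in PG (371 with an unadjusted p under 0.05), while DESeq2 called 14, the fit without a filter 83 and the fit to the runs with a single ZT time 53. The paper's test took cells as replicates and covered 4 ZT times, and the test here took runs and covered 2.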

Other observations

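The comparison of *vri*, *CG31324* and *E23* with other neurons and the relations to the share of wake flies were planned. The tests of explanations in the other paragraphs were chosen only after the results had been seen.

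Of the 3 regulators of the clock that the paper discusses in glia, *vri* and *E23* were higher in glia than in other neurons in 7 of 7 runs. *E23* was at 77.5 CPM ± 14.0 (SD, n = 7 runs) in glia and 1.19 ± 0.886 in other neurons, a log2 difference of 5.23 (exact permutation test, adjusted p = 0.0234 over 12 comparisons), with log2 differences of 3.38 in PG and 5.69 in ALG. In 81 cortex glia, too few for a test, *E23* was at 241 CPM (126 UMIs), above the pooled 99.2 CPM of ALG. *vri* was at 83.8 CPM ± 78.2 in glia and 2.84 ± 1.54 in other neurons (log2 3.86, exact permutation test, adjusted p = 0.0234). *CG31324* did not differ in glia as a whole (log2 -0.08, exact permutation test, adjusted p = 0.828) and was lower than in other neurons in 6 of 7 runs in PG (log2 -0.47) and ALG (log2 -0.71), each with an adjusted p of 0.0375 in the exact test. With 1 run left out, PG passed the threshold without run 7 alone and ALG without run 6 alone.

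Over the 7 runs, the CPM of *Hr38* in KCs had a Pearson r of 0.52 with the share of wake or sleep-deprived flies (exact permutation p = 0.221, adjusted p = 0.354) and a Spearman rho of 0.65 (exact permutation p = 0.123, adjusted p = 0.264). Without runs 1 and 3, the 2 runs farthest from the median share, r was 0.48. Of 15 relations of *Hr38* in KCs and 14 genes in glia, none passed the threshold after adjustment (lowest adjusted p 0.163 for Pearson and 0.262 for Spearman in exact permutation tests). The largest r in glia was that of *GstE12* (r 0.79, exact permutation p = 0.0397, r 0.61 without both runs). The share of run 4 rests on a filled-in number of flies for 1 of its lines. The share of wake flies goes with the ZT times of the runs, and with the share of ZT8 flies r was 0.98 for *CG31324*, 0.95 for *CCT2* and 0.90 for *vri*. Within the years of the runs, 4 and 3 runs are too few for a correlation.

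*ITP* in clock neurons was at 28762 normalized CPM at ZT20 against 19.5 and 16.0 at ZT8 (log2 10.63, adjusted p = 1.08e-11 in edgeR). The rule by which this explanation was judged was changed after its value was seen. A few *ITP*-rich cells are a candidate explanation, since 2 of the 52 clock neurons of run 5 held at least 100 *ITP* UMIs, 14537 of 14551 in all. Without them, *ITP* was at 31.4 CPM at ZT20 (14 UMIs, 95% exact Poisson interval 17.2 to 52.7), against 20.0 and 17.0 CPM. Whether such cells were missed by chance in the ZT8 runs or differ with time was not tested.

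Of the 43 genes lower in EG at ZT20 in the first draw with equal numbers of cells, 37 (86.0%) were more abundant in neurons than in EG, against 64.7% of the 5298 genes tested (Fisher's exact test, p = 0.00220). RNA from neurons in the EG cells of the ZT8 runs may account for part of these genes. Whether more genes are lower than higher in EG at ZT20 depended on the fit. In all 20 further draws more genes were higher than lower (1 to 35 lower). With all cells 31 were higher and 15 lower, against 69 higher and 73 lower without a filter and 117 higher and 160.0 lower without run 7. The explanation was tested on the first draw alone. Such RNA brings little *tim*, which was at 5.76 CPM in other neurons. A response of EG to the time of day that involves genes also used by neurons stays open and was not tested.

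Other glia, with a median of 745 UMIs, made up 6.55% of cells in run 1, 6.00% in run 5, 2.45% in run 6 and 3.43% in run 7, but at most 0.358% in runs 2 to 4. A lower minimum of UMIs per barcode in runs 1 and 5 to 7 is a candidate explanation, since 98.7% of the other glia of those runs had fewer UMIs than any barcode of runs 2 to 4. At 2658 UMIs or more, the share of glia was 2.91%, 4.86%, 7.62%, 5.49%, 3.08%, 1.36% and 1.38% in runs 1 to 7. No biological explanation was tested.

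For the clusters with most cells from run 3, variable genes whose level differs between runs are a candidate explanation, since without those genes 2 clusters had over 50% of their cells from 1 run. Free RNA of genes high in run 3 may be part of it, since a *CG14645* UMI was found at equal depth in all 6 cell types examined, with a lowest share of 8.18% (adPNs) of run 3 cells. The share was highest in EG (27.9%, median 4052 UMIs) and ALG (27.6%, median 3328.5), against a median of 16231 UMIs in adPNs. It did not follow the UMIs per cell throughout, being 18.5% in PAM dopaminergic neurons (median 5290.5) and 19.4% in γ-KCs (median 5772.5). Expression in the cells themselves was not tested. A variant of a line of run 3 at these genes is argued against, since all 9 lines of run 3 were also in run 2, where *CG14645* was at 3.29 CPM against 1165 in run 3. No other biological explanation was tested.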
